# Changes in social behavior with MAPK2 and KCTD13/CUL3 pathways alterations in two new outbred rat models for the 16p11.2 syndromes with autism spectrum disorders

**DOI:** 10.3389/fnins.2023.1148683

**Published:** 2023-07-03

**Authors:** Sandra Martin Lorenzo, Maria del Mar Muniz Moreno, Helin Atas, Marion Pellen, Valérie Nalesso, Wolfgang Raffelsberger, Geraldine Prevost, Loic Lindner, Marie-Christine Birling, Séverine Menoret, Laurent Tesson, Luc Negroni, Jean-Paul Concordet, Ignacio Anegon, Yann Herault

**Keywords:** copy number variation, neurodevelopment, intellectual disability, autism spectrum disorders, rat model, social behavior, recognition memory

## Abstract

Copy number variations (CNVs) of the human 16p11.2 locus are associated with several developmental/neurocognitive syndromes. Particularly, deletion and duplication of this genetic interval are found in patients with autism spectrum disorders, intellectual disability and other psychiatric traits. The high gene density associated with the region and the strong phenotypic variability of incomplete penetrance, make the study of the 16p11.2 syndromes extremely complex. To systematically study the effect of 16p11.2 CNVs and identify candidate genes and molecular mechanisms involved in the pathophysiology, mouse models were generated previously and showed learning and memory, and to some extent social deficits. To go further in understanding the social deficits caused by 16p11.2 syndromes, we engineered deletion and duplication of the homologous region to the human 16p11.2 genetic interval in two rat outbred strains, Sprague Dawley (SD) and Long Evans (LE). The 16p11.2 rat models displayed convergent defects in social behavior and in the novel object test in male carriers from both genetic backgrounds. Interestingly major pathways affecting MAPK1 and CUL3 were found altered in the rat 16p11.2 models with additional changes in males compared to females. Altogether, the consequences of the 16p11.2 genetic region dosage on social behavior are now found in three different species: humans, mice and rats. In addition, the rat models pointed to sexual dimorphism with lower severity of phenotypes in rat females compared to male mutants. This phenomenon is also observed in humans. We are convinced that the two rat models will be key to further investigating social behavior and understanding the brain mechanisms and specific brain regions that are key to controlling social behavior.

## 1. Introduction

The 16p11.2 locus is a pericentromeric region found in chromosome 16, one of the most gene-rich chromosomes in our genome, for which 10% of its sequence consists of segmental duplications (Redaelli et al., 2019). These elements give strong instability and induce the appearance of copy number variations (CNV) because of the recurrent non-allelic homologous recombination mechanism (Hastings et al., 2009). The most prevalent rearrangement, deletion and duplication are generated between two low copy repeats (LCR), named BP4 and BP5, and encompasses 600 kb. 16p11.2 CNVs are an important risk factor for neurodevelopmental disorders (Torres et al., 2016), including intellectual disability (ID; Cooper et al., 2011) and autism spectrum disorder (ASD; Marshall et al., 2008; Weiss et al., 2008; Fernandez et al., 2010; Sanders et al., 2011; Steinman et al., 2016). In addition, the deletion and duplication of 16p11.2 have been linked to epilepsy (Shinawi et al., 2010; Zufferey et al., 2012; Reinthaler et al., 2014) and attention deficit hyperactivity disorder (ADHD; Angelakos et al., 2017), whereas only the duplication has been related to schizophrenia, bipolar disorder and depression (McCarthy et al., 2009; Rees et al., 2014; Steinberg et al., 2014; Drakesmith et al., 2019).

Besides, these chromosomal rearrangements have been linked to mirrored physical phenotypic effects. The 16p11.2 deletion has been associated with the risk of diabetes-independent morbid obesity and large head circumference, while the 16p11.2 duplication has been associated with low body mass index (BMI) and small head circumference (Walters et al., 2010; Jacquemont et al., 2011; Zufferey et al., 2012; D’Angelo et al., 2016). Considering this reciprocal impact on BMI and head size, it has been suggested that changes in gene transcript levels could be responsible for the symptoms associated with these CNVs. More importantly, the severity of the developmental delay and other comorbidities vary significantly in the human population with some people having an ASD or IQ below 70 and others just below average (D’Angelo et al., 2016; Chawner et al., 2021; Benedetti et al., 2022).

Animal models have been developed and characterized to investigate the interplay between genes and proteins, the consequences on brain activity and behavior and the understanding of neurocognitive processes affected in humans. Genes of the 16p11.2 region are highly conserved on mouse chromosome 7 and several mouse models for the deletion or duplication of the 16p11.2 homologous region have been generated (Horev et al., 2011; Portmann et al., 2014; Arbogast et al., 2016; Benedetti et al., 2022). Among them, our novel 16p11.2 CNV mouse models in pure C57BL/6 N genetic background named *Del(7Sult1a1-Spn)6Ya*h (noted Del/+) and *Dp(7Sult1a1-Spn)6Yah* (noted Dup/+) and investigated them focusing on behavior and metabolism (Arbogast et al., 2016). We found that *Sult1a1-Spn* CNVs affect growth, weight, adiposity, activity and memory in opposite ways. Mice carrying the deletion showed weight and adipogenesis deficits, hyperactivity with increased stereotypic behavior and novel object memory impairments. Instead, mice carrying the duplication showed weight and adipogenesis increase, hypo-activity and memory improvements. We also found that the genetic background can favor the social interaction deficits in the deletion mice model. Altogether this observation suggests that this deficit could be the consequence of the genetic context.

To generate a model presenting more suitable autistic traits, we engineered the deletion or duplication of the human homologous region 16p11.2 in the rat in two different outbred genetic backgrounds. As a model of human disease, the rat is a more sociable animal than the mouse with a large spectrum of similar and complementary behavioral assessments and the outbred genetic background, although representing a challenge, could be of interest to detect the most robust phenotypes. Rats have shown differences from mice in several models of human disease in which genetically engineered animals for the same genes have been generated. The main contribution of our research is the establishment and validation of two new 16p11.2 rat models that can be helpful to test novel pre-clinical pharmacological therapies targeting specific phenotypes and finally help to improve the lives of patients.

## 2. Materials and methods

### 2.1. Rat lines and genotyping

The 16p11.2 rearrangement, deletion and duplication, were studied in rat models engineered through CRISPR/Cas9 technology (Menoret et al., 2015) as detailed in the Supplementary material (Figure 1). Rat models were then bred and maintained in our animal facility which is accredited by the French Ministry for Superior Education and Research and the French Ministry of Agriculture (agreement #A67-218-37) following the Directive of the European Parliament: 2010/63/EU, revising/replacing Directive 86/609/EEC and the French Law (Decree n° 2013-118 01 and its supporting annexes entered into legislation on 01 February 2013) relative with the protection of animals used in scientific experimentation. All animal experiments were approved by the local ethical committees (Approval Committee: Com’Eth N°17 and French Ministry for Superior Education and Research (MESR) with approval licenses: internal numbers 2012-009 and 2014-024, and MESR: APAFIS#4789-2016040511578546) and supervised in compliance with the European Community guidelines for laboratory animal care and use and every effort was made to minimize the number of animals used and their suffering.

**Figure 1:**
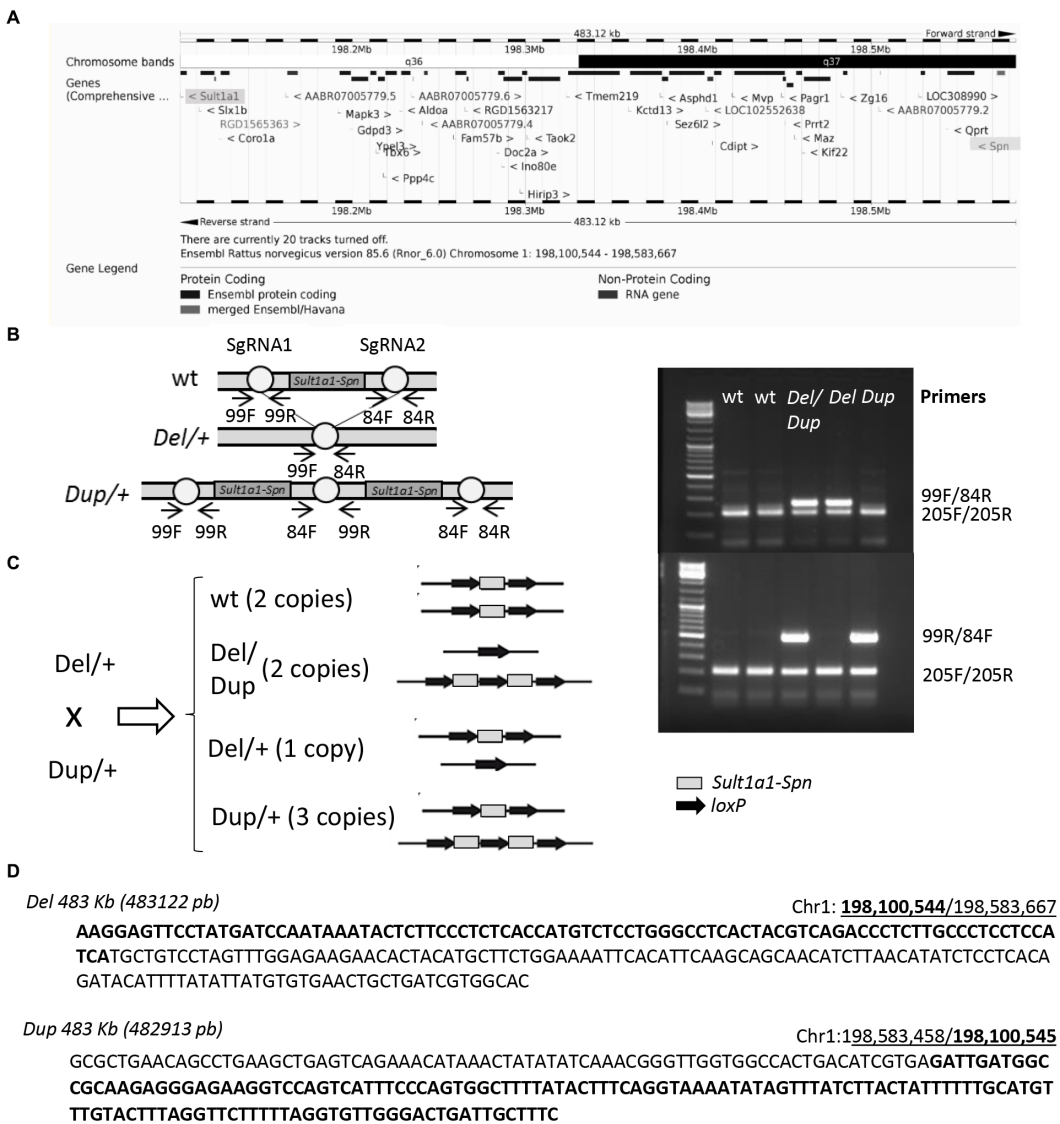
New rat SD model for the 16p11.2 syndromes. **(A)** The syntenic region 16p11.2 BP4-BP5 in the rat genome as represented in the UCSC database (Nassar et al., 2023). **(B)** Left: mutation strategy using CRISPR/Cas9 technology from the *in vitro* genome editing inside of a fertilized embryo and subsequent injection into a pseudo-pregnant female. We obtained individuals carrying the deletion and duplication of the *Sult1a1-Spn* region. Right: molecular validation. PCR-specific products for the wt (205 bp), *Del/+* (290 bp) and *Dup/+* (500 bp) alleles. **(C)** Breeding strategy for obtaining wt, *Del/+*, *Dup/+*, and *Del/Dup* littermates. **(D)** Junctions positions and details of the mutated genetic sequences for *Del* and *Dup* rat models. All genomic positions are given according to the UCSC rat genome browser (RGSC 6.0/rn6).

### 2.2. Behavioral analysis

To decipher more in detail alterations of specific cognitive functions and autistic traits in 16p11.2 CNVs rat models on two genetic backgrounds, Sprague–Dawley (SD) and Long Evans (LE), we evaluated several phenotypes with a validated rat phenotyping behavioral pipeline. We defined the protocol with tasks in which 16p11.2 mouse models showed robust phenotypes: alterations of exploration activity, object location and novel object recognition (NOR) memory, and social interaction. For SD 16p11.2 rat models, littermate animals from different crosses with four genotypes were used: wt, Del/+, Dup/+ and pseudo-disomic Del/Dup (Figure 1C). For LE 16p11.2 rat model, we used littermate animals from the wt and Del/+ cross to get mutant and control genotypes as littermates.

Behavioral studies were conducted in 14 to 16-week-old SD rats of both sexes separately, from 8 cohorts. Whereas LE rats were analyzed between 19 and 24 weeks old for both sexes separately, from 1 large cohort. Animals were housed in couples of 2 individuals per cage (Innocage Rat cages; 909 cm^2^ of floor space; Innovive, San Diego, United States), where they had free access to water and autoclaved food (D04, Safe Diets, France). The temperature was maintained at 23°C ± 1°C and the light cycle was controlled as 12 h light and 12 h dark (light on at 7 a.m.).

On the testing days, animals were transferred to the experimental room antechambers 30 min before the start of the experiments. The body weight of the animals from the SD 16p11.2 rat models was recorded at 13 weeks old whereas the body weight of animals from LE 16p11.2 rat models was recorded at 2 weeks old, and followed at weaning and 19 weeks. All tests were scored blind to the genotype as recommended by the ARRIVE guidelines (Kilkenny et al., 2010; Karp et al., 2015). The protocols for open field, object location, object recognition memories and social interaction are described in the Supplementary material.

#### 2.2.1. Open field

This test was used to study exploration activity. Rats were tested in an automated open field (90 × 90 × 39.5 cm) made of opaque PVC with black walls and floor (Imetronic, Pessac—France). The structure was equipped with infrared sensors for accurate location and rearing behaviors of the animal. An interface provided the formatting of signals from infrared sensors and allows communication with the computer, where the software POLY OPENFIELD v5.3.2 managed experimental data. The open field arena was divided into central and peripheral regions and was homogeneously illuminated at 15 Lux. Each animal was placed in the periphery of the open field and allowed to explore freely for 30 min. The distance traveled in the total arena and in each region of the arena, as well as, the number of rears were recorded over the test session.

#### 2.2.2. Object location memory task

This test was based on the innate preference for the novelty showed by the rodents and it was carried out in the same open field arena as previously described. On the first day, rats were habituated to the arena for 15 min at 15 Lux. On the following day, animals were submitted to a first acquisition trial for 3 min in which they were individually placed in the presence of two identical objects A (syringe or flask for SD models and cup for LE model) located 15 cm away from one of the corners, on the northeast and northwest side of the box, respectively. In the case of the LE model, the test was refined by placing a reference band on the north wall of the open field. A 3-min retention trial (second trial) was conducted 5 min later, and then one of the familiar objects (right or left object) was displaced randomly to a novel location (B) on the south side. The exploration time of the two objects (when the animal’s snout was directed toward the object at a distance ≤1 cm) was recorded during both trials. The minimum exploration time was set to 3 s, and rats that did not reach this criterion during the acquisition trial or retention trial were excluded from the study. We verified that no preference was seen during the exploration of the left and right objects. A recognition index (RI) was defined as [(*t*B/(*t*A + *t*B)) × 100]. A RI of 50% corresponds to a chance level and a significantly higher RI reflects good recognition memory.

#### 2.2.3. Novel object recognition memory task

This test allowed us to evaluate the ability to recognize previously encountered objects in murine models and like the Object location memory (OLM) task, this test is also based on the innate preference of rodents to explore novelty. We carried out Novel object recognition (NOR) in the same open-field arena as previously described.

Firstly, we developed the NOR test through a protocol based on the characterization of the mouse models, although we reduced the time of the trials to adapt the test to the intelligence of the rats. In the first 3 min acquisition trial, rats were presented with two identical objects A (syringe, block, bottle or flask). The animals from SD models that were evaluated in the NOR test did not belong to the same cohort as those that were analyzed in the OLM test, therefore the objects syringe and flask were never seen before the NOR test by these rats. A 3-min retention trial was conducted 3 h later. One of the two familiar objects was randomly changed for another novel object B. Test was analyzed for the OLM task.

The surprisingly good performance of the mutant individuals made us question the simplicity of this test for an intelligent animal like the rat. For this reason, we were motivated to develop a new NOR protocol.

In this case, animals from new cohorts were presented to three different objects located (A, B, C) at the northwest, northeast and southwest corner of the arena during the 3-min acquisition trial. A 3-min retention trial was conducted 3 h later. One of the three familiar objects was randomly changed for another novel object (D). The exploration time of the three objects (when the animal’s snout was directed toward the object at a distance ≤1 cm) was recorded during both trials. The minimum exploration time was set to 3 s, and rats that did not reach this criterion during the acquisition trial or retention trial were excluded from the study. We verified that no particular object preference was seen during the exploration. A recognition index (RI) was defined as [(*t*D/(*t*A + *t*B + *t*D)) × 100]. A RI of 33.3% corresponds to a chance level and a significantly higher RI reflects good recognition memory.

#### 2.2.4. Social interaction task

This analysis focused on the evaluation of rat social behavior by manually scoring a battery of social interactions (Lorbach et al., 2018) among two animals of the same sex, age and genotype, housed in different cages. The test was carried out in a previously described standardized open-field arena during 10 min of video recording.

### 2.3. Statistical analysis

The statistical analysis of our results was carried out using standard statistical procedures operated by SigmaPlot software (Systat Software, San Jose, United States). All outliers were identified using Grubbs’ test from calculator GraphPad (GraphPad Software, San Diego) or ROUT method with a Q value of 1% from GraphPad Prism 7.01 (Motulsky et al., 2006; GraphPad Software, San Diego) when data with nonlinear regression. Acquired data from the behavioral characterization of 16p11.2 rat models were analyzed using one-way ANOVA followed by Student’s *t*-test and Tukey’s *post hoc* test whenever data presented normal distribution and equal variance. Otherwise, we used the non-parametric Kruskal-Wallis one-way analysis of variance and the Mann–Whitney *U*-test. One sample t-test was used also to compare recognition index values to the set chance level (50%). The data to evaluate the mutant allele transmission was analyzed by a Person’s Chi-squared test. Data are represented as the mean ± SEM and the statistically significant threshold was *p* < 0.05.

### 2.4. Transcriptomic analysis

Hippocampus from 4 Del/+ [noted as Del(16p11)], 5 Dup/+ [noted as Dup(16p11)] and 4 Del/Dup [noted as Del/Dup(16p11)] SD rats and 6 wt littermates for each, were isolated and flash frozen in liquid nitrogen. Total RNA was prepared using an RNA extraction kit (Qiagen, Venlo, Netherlands) according to the manufacturer’s instructions. Samples quality was checked using an Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, California, United States). All the procedures and the analysis are detailed in the Supplementary material.

The preparation of the libraries was done by using the TruSeq Stranded Total RNA Sample Preparation Guide—PN 15031048. The molecule extracted from the biological material was polyA+ RNA. The Whole genome expression sequencing was performed by the platform using Illumina Hiseq 4000 and generating single-end RNA-Seq reads of 50 bps length. The raw sequenced reads were aligned by Hisat2 against the Rno6.v96. 32,623 ENSEMBL Gene Ids were quantified aligning to the Rno6.v96 assembly. HTSeq-count was used to generate the raw counts. The downstream analyses were carried on with in-house bash scripts and R version 3.6 scripts using FCROS (Dembélé and Kastner, 2014) and DESeq2 (Love et al., 2014) packages to identify the DEGs. Raw reads and normalized counts have been deposited in GEO (Accession No. GSE225135).

We performed the functional differential analysis (Duchon et al., 2021) and grouped all the pathways into 25 functional categories (noted meta-pathways). Then, to assess the gene connectivity we build a minimum fully connected protein–protein interaction (PPI) network (noted MinPPINet) of genes known to be involved in all meta-pathways we defined as they were associated with each pathway via GO (Ashburner et al., 2000) and KEGG databases (Esling et al., 2015) and added regulatory information to build the final 16p11 dosage sensitive regulatory PPI network (noted RegPPINet). We used the betweenness centrality analysis to identify hubs, and keys for maintaining the network communication flow.

### 2.5. ddPCR analysis

Analyses were performed by Droplet Digital™ PCR (ddPCR™) technology. All experiments were performed following the previously published protocol (Lindner et al., 2021). Primers are described in Supplementary Table S1.

### 2.6. Identification of central genes linked to the behavioral phenotypes

To further study the genotype–phenotype relationship in those models we combined the behavioral results and the RNA-Seq data to identify central genes altered in the models linked to the observed phenotypes using the genotype–phenotype databases GO, KEGG and DisGeNET. For this, we combined the knowledge from the human disease database DIsGeNET and the GO genesets (see Supplementary material). Then we queried our RNA-Seq data for those genes to identify those found deregulated in the datasets. Table 1 summarized the results with the genes annotated with the expression level, regulation sense on each model, log2FC and standard deviation of the log2FC.

**Table 1:** Summary of the transcriptional analysis of the SD and LE 16p11.2 models.

Genetic background	Sprague Dawley			Long Evans		
Nb of annotated transcripts Rno6.v96	32,623					
Nb of expressed (EGs) genes	23,148					
Number of 16p11 homologous region genes [*Sult1a1-Spn*]	28					
Sexes		Male		Males	Female	Both
Genotype	Del/+	Dup/+	Del/Dup	Del/+		
**Differentially expressed genes (DEG)**						
Total identified by FCROS FDR < 0.05	966	1,367	1,071	1,068	1,324	1,544
Upregulated DEGs	508	719	640	613	531	737
Downregulated DEGs	458	648	431	455	793	807
**Differential functional analysis (DFA)**						
Number of GAGE KEGG and GOs (CC, BP, MF) terms misregulated in the model FDR < 0.1	146	68	5	248	100	31
Number of terms upregulated in the model FDR < 0.1	46	68	1	10	93	0
Number of terms downregulated in the model FDR < 0.1	100	0	4	238	7	31

### 2.7. Proteomic analysis

Fresh entire hippocampal tissues were isolated by CO2 inhalation/dissection of naive rats and snap frozen. Then, lysed in ice-cold sonication buffer supplemented with Complete™ Protease Inhibitor Cocktail (Roche). Individual samples were disaggregated and centrifuged at 4°C for 30 min at 14000 rpm. Protein mixtures were TCA (Trichloroacetic acid/Acetone)-precipitated overnight at 4°C. Samples were then centrifuged at 14,000 rpm for 30 min at 4°C. Pellets were washed twice with 1 mL cold acetone and centrifuged at 14,000 rpm for 10 min at 4°C. Washed pellets were then urea-denatured with 8 M urea in Tris–HCl 0.1 mM, reduced with 5 mM TCEP for 30 min, and then alkylated with 10 mM iodoacetamide for 30 min in the dark. Both reduction and alkylation were performed at room temperature and under agitation (850 rpm). Double digestion was performed with endoproteinase Lys-C (Wako) at a ratio of 1/100 (enzyme/proteins) in 8 M urea for 4 h, followed by overnight modified trypsin digestion (Promega) at a ratio of 1/100 (enzyme/proteins) in 2 M urea. Both Lys-C and Trypsin digestions were performed at 37°C. Peptide mixtures were then desalted on a C18 spin-column and dried on Speed-Vacuum before LC-MS/MS analysis (see Supplementary material).

## 3. Results

### 3.1. General and behavioral characterization of the SD 16p11.2 rat models

The 16p11.2 region is conserved in the rat genome on chromosome 1 (Figure 1A). Using CRISPR/Cas9 we generated first the deletion and the duplication of the conserved interval containing *Sult1a1* and *Spn1* (Figures 1B,C) and we determined the precise sequence of the new borders of the deletion and duplication (Figure 1D).

To carry out the behavioral analysis of the SD 16p11.2 rat models we combined the deletion (*Del/+*) and the duplication (Dup/+) for the generation of 4 groups of genotypes: wt control, Del/Dup pseudo-disomic for the 16p11.2 conserved region, Del/+ and Dup/+ littermates (Figure 1C). Before testing, we checked the transmission of the alleles and we did not find any deviation from Mendelian rate (Supplementary Table S2). Then, we analyzed the effect of 16p11.2 CNVs on the weight of the 13 weeks old rats. We observed that male rats carrying 16p11.2 deletion showed a decrease in body weight compared to wt littermates, while males carrying 16p11.2 duplication did not show alterations compared to wt littermates (Figure 2A). The 16p11.2 rearrangements did not affect the body weight of female rats (Figure 2A).

**Figure 2:**
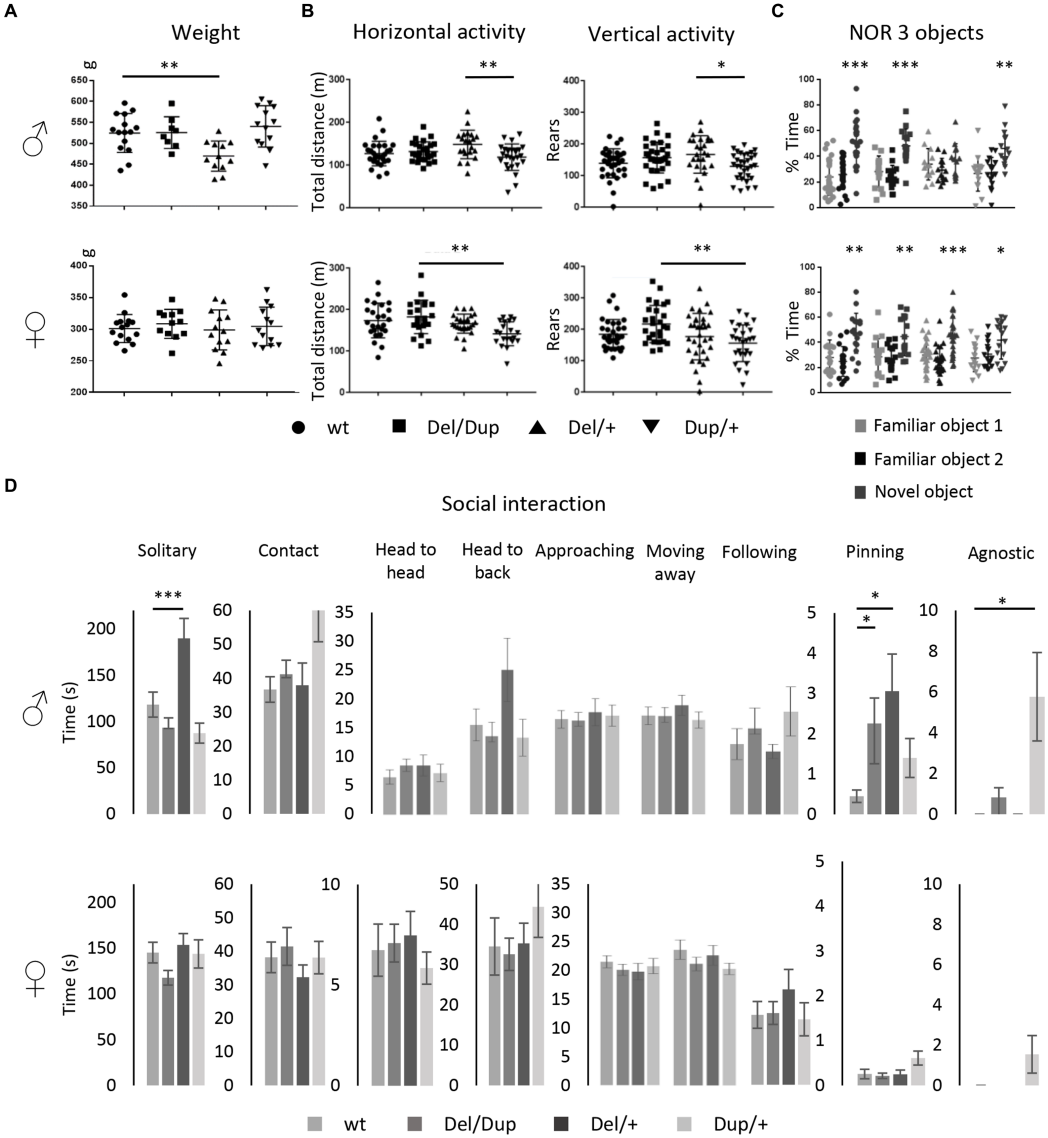
Phenotypic characterization of the 16p11.2 rat models on the SD genetic background. **(A)** Effects of *Sult1a1-Spn* rearrangements on body weight. Body Weight (g) of the 13 weeks old males [wt (*n* = 15), *Del/Dup* (*n* = 8), *Del/+* (*n* = 12), and *Dup/+* (*n* = 13)] and female rats [wt (*n* = 15), *Del/Dup* (*n* = 12), *Del/+* (*n* = 13), and *Dup/+* (*n* = 13)] from Del-Dup littermates. Only the deletion of 16p11.2 region caused reduced body weight in males [One way ANOVA between groups, *F*_(3,44)_ = 6.24; *p* = 0.001; Student *t*-test, *Del/+* vs. wt: *t*_(25)_ = 3.39 *p* = 0.002]. **(B)** Exploratory behavior of the rat 16p11.2 models in the open field test. Male [wt (*n* = 28), *Del/Dup* (*n* = 26), *Del/+* (*n* = 21), and *Dup/+* (*n* = 27)] and female [wt (*n* = 25), *Del/Dup* (*n* = 22), *Del/+* (*n* = 26), and *Dup/+* (*n* = 22)] rats were placed in the open field for 30 min to explore the new environment. The horizontal activity was measured by the total distance traveled and vertical activity was recorded with the number of rears. Animals showed large variability and limited changes between genotypes except for *Del/+* vs. *Dup/+* male [One way ANOVA between groups, Total distance: *F*_(3,98)_ = 4.33; *p* = 0.007; Tukey’s *post hoc* tests: *Del/+* vs. *Dup/+*: *p* = 0.004; Rears: *F*_(3,117)_ = 3.55; *p* = 0.017; Tukey’s *post hoc* tests: *Del/+* vs. *Dup/+*: *p* = 0.016] and *Del/Dup* vs. *Dup/+* female [Kruskal-Wallis one-way analysis of variance, Total distance: H_(3)_ = 14.18; *p* = 0.003, Mann–Whitney Test: *Del/Dup* vs. *Dup/+*: *p* = 0.002]; [One way ANOVA between groups, Rears: *F*_(3,116)_ = 4.83; *p* = 0.003; Tukey’s *post hoc* tests: *Del/Dup* vs. *Dup/+*: *p* = 0.002]. **(C)** Novel object recognition memory task of the rat 16p11.2 models after 3 h of retention with 3 objects. Male rats from different genotypes [wt (*n* = 26), *Del/Dup* (*n* = 16), *Del/+* (*n* = 14) and *Dup/+* (*n* = 16)] and female rats [wt (*n* = 18), *Del/Dup* (*n* = 16), *Del/+* (*n* = 26), and *Dup/+* (*n* = 17)] were tested for the novelty recognition. The graphs show the percentage of time spent by the animals exploring a novel object compared to the time spent exploring two familiar objects. We compared the recognition index, like the percentage of exploration time of the new object, to the level of chance (33.3%). Only the *Del/+* males showed impairment in the recognition index [One sample *t*-test: wt (*t*_(25)_ = 4.6; *p* = 0.0001), *Del/Dup* (*t*_(15)_ = 2.82; *p* = 0.01), *Del/+* (*t*_(13)_ = 0.34; *p* = 0.74) and *Dup/+* (*t*_(14)_ = 3.58; *p* = 0.0030)] compared to all the other genotypes in males and females. Surprisingly, no change was observed in the *Del/+* females [One sample *t*-test: wt (*t*_(17)_ = 3.67; *p* = 0.002), *Del/Dup* (*t*_(16)_ = 3.08; *p* = 0.01), *Del/+* (*t*_(25)_ = 3.83; *p* = 0.0008) and *Dup/+* (*t*_(16)_ = 2.3; *p* = 0.035)]. **(D)** Social interaction of the 16p11.2 rat models. Male [wt (*n* = 15), *Del/Dup* (*n* = 14), 16p11.2 *Del/+* (*n* = 10) and *Dup/+* (*n* = 14)] and female [wt (*n* = 14), 16p11.2 *Del/+* (*n* = 15), 16p11.2 *Dup/+* (*n* = 12) and *Del/Dup* (*n* = 15)] rats were tested for impairment of social interaction in pairs of individuals from different home cages with the same genotype. The *Del/+* male rat showed increased solitary time [One way ANOVA between groups, Solitary behavior: *F*_(3,49)_ = 9.85; *p* < 0.001; Tukey’s *post hoc* tests: *Del/+* vs. wt: *p* < 0.001, *Del/+* vs. *Del/Dup*: *p* < 0.001 and *Del/+* vs. *Dup/+*: *p* = 0.005]. and pinning behavior with *Del/Dup* [Kruskal-Wallis one-way analysis of variance H_(3)_ = 8.66; *p* = 0.03; Mann-Whitney test: *Del/+* vs. wt: *p* = 0.04; *Del/Dup* vs. wt: *p* = 0.01] while Dup/+ males are more agnostic [Kruskal-Wallis one-way analysis of variance: H_(3)_ = 13.63; *p* = 0.003; Mann-Whitney test: *Dup/+* vs. wt: *p* = 0.01; *Dup/+* vs. *Del/+*: *p* = 0.02]. No altered social behavior has been detected in females (^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001).

As a first analysis for consequences of 16p11.2 CNVs in neuronal function, we measured spontaneous locomotion activity and exploratory behavior in the open field test (Supplementary Table S4). The horizontal activity was measured through total traveled distance, whereas the vertical activity was analyzed by the number of rears. As shown in Figure 2B, increased variability was observed in the distance traveled and the rearing activity. The only significant differences were found between extreme genotype male Del/+ vs. Dup/+ and between female Del/Dup vs. Dup/+ for both the distance traveled and the rearing activity in the open field.

Then, we carried out the novel object location recognition test and the novel object recognition test, common assays for assessing impaired memory in rodents. For the novel object location recognition, animals were challenged to discriminate a moved object from an unmoved object. We first evaluated the performances of males and females separately, and as no significant sex differences were noted, we combined these data across both sexes. No difference was observed between genotypes in the retention session [Kruskal-Wallis one-way analysis of variance: H_(3)_ = 5.61; *p* = 0.132; Supplementary Figure S1A]. We also compared the recognition index of the animals, i.e., the percentage of exploration time of the new object location, with the level of chance (50%). The new object position was always explored more than the object not moved for all the genotypes.

Following these observations, we next assessed novel object recognition from a first paradigm, based on the protocol used for the CNVs 16p11.2 *Sult1a1-Spn* mouse model. The animals should be able to differentiate an object observed previously during the acquisition phase from a novel object presented during the retention phase (Supplementary Figure S1B). All four genotypes engaged in similar levels of novelty discrimination [One way ANOVA: *F*_(3,88)_ = 0.038; *p* = 0.99]. We also compared the recognition index with the level of chance (50%). A general preference was observed for the new object compared to the familiar object. The rat 16p11.2 models displayed correct recognition memory, with an increased time of the new object exploration spent by rats compared to mice (Arbogast et al., 2016).

Thus, we used a more complex object recognition paradigm with 3 different objects (Supplementary Figure S1C). In this case, the male Del/+ carriers showed impairment in the discrimination of the novel object compared to all the other genotypes (Figure 2C). Nevertheless, no alteration was observed in the females, with all the genotypes able to discriminate the novel vs. the two familiar objects.

Finally, the last task focused on studying rat social interactions by analyzing different social behavior (Lorbach et al., 2018; Figure 2D). The Del/+ male displayed significantly increased time in solitary compared to all genotypes. In addition, 16p11.2 Del/+ was associated with the presence of more pinning, a behavior to exert dominance. Interestingly the pinning behavior was found also in the Del/Dup male animals. Furthermore, male Dup/+ showed increased agnostic behavior compared to all genotypes. Surprisingly we did not see any social phenotypes in females of the Del/+ or Dup/+ genotype.

### 3.2. Behavioral characterization of the LE *Del/+* 16p11.2 rat model

Elucidating the genetic mechanisms by which some CNVs influence neurodevelopment requires a rigorous quantitative analysis of the human phenotype but also the establishment of validated model systems in which the phenotypic diversity is conserved. Based on previous results obtained on a pure inbreed mouse C57BL/6JN, or on a mixed B6.C3H genetic background (Arbogast et al., 2016) and now on a rat outbred SD model, we decided to investigate if the phenotypes were robust enough, and the deficits preserved in a different background. In addition, we considered it pertinent to verify if the females were equally more resilient to the deletion of the 16p11.2 region than the males in this new genetic background. For this purpose, we engineered the deletion of the homologous region to the human 16p11.2 BP4-BP5 locus in a rat LE outbred strain and we verified the location of the specific Del interval (Supplementary Figure S2). Interestingly the transmission of the Del/+ allele was affected in females of the LE 16p11.2 model (Supplementary Table S1) while males did not show any significant change. We also evaluated the body weight of this new model for both sexes and found that the deletion of the 16p11.2 region caused a decrease in the body weight on the LE genetic background in both sexes (Figure 3A). Then, we proceeded to study the behavior using the same battery of behavioral tests (Supplementary Table S4). We analyzed the locomotion and exploratory activity of our second model. First, we observed a reduction in the variability between the data of each individual regarding the results observed in the SD model. In addition, we detected a significant increase in horizontal activity among individuals carrying the 16p11.2 region deletion for both sexes. Finally, the Open Field test showed a significant increase in vertical activity, evaluated as the total number of rears, only in male rats. These results translate into the presence of stereotypical behaviors in this model associated with genotype and sex (Figure 3B).

**Figure 3:**
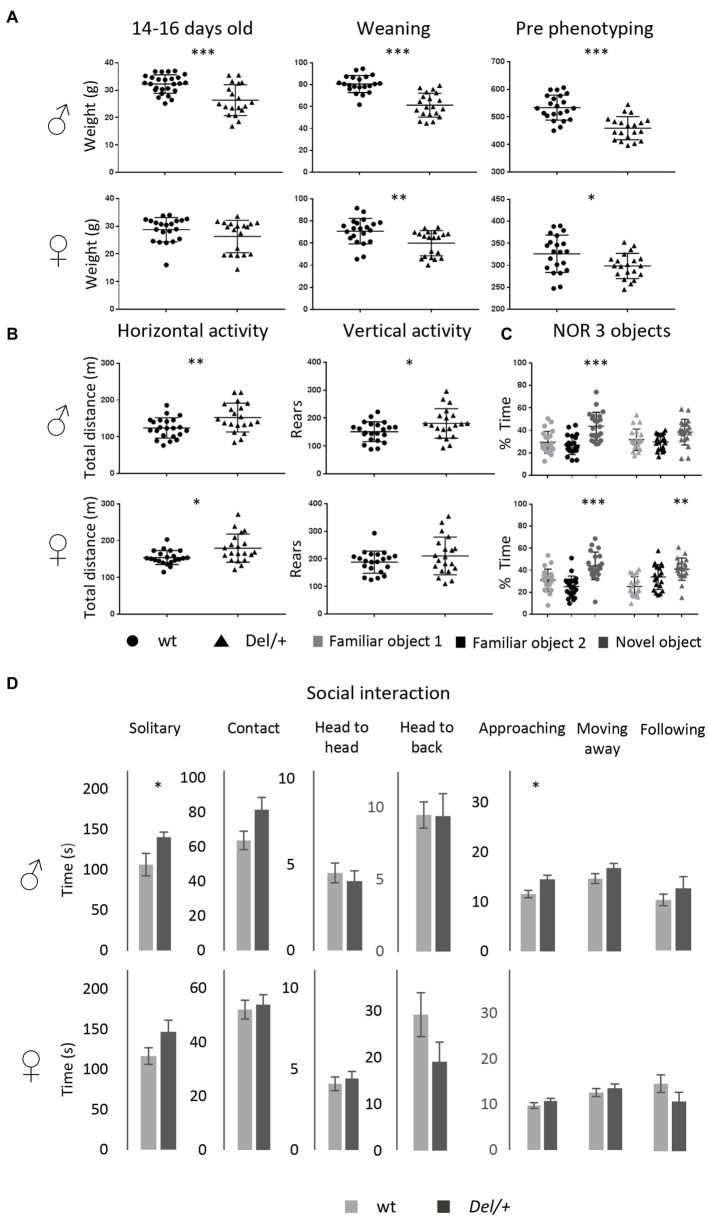
Phenotypic characterization of the 16p11.2 rat models on the LE genetic background. **(A)** Effects of *Sult1a1-Spn* deletion on body weight of LE 16p11.2 Del/+ rat model. Left: body weight (g) of the 14–16 days old males [wt (*n* = 27) and Del/+ (*n* = 19)] and female rats [wt (*n* = 21) and Del/+ (*n* = 19)]. Our observations showed a decreased body weight in Del/+ males compared to wt littermates [Student’s *t*-test: *t*_(44)_ = 3,819; *p* < 0.001]. Central: body Weight at weaning of the males [wt (*n* = 21) and Del/+ (*n* = 20)] and female rats [wt (*n* = 21) and Del/+ (*n* = 20)] from LE Del/+ littermates. The deletion of the 16p11.2 region caused body weight decrease in male [Student’s *t*-test *t*_(39)_ = 6,550; *p* < 0.001] and female individuals [Student’s *t*-test *t*_(39)_ = 3,036; *p* = 0.004] compared to wt littermates. Right: body weight of 16p11.2 Del/+ male [wt (*n* = 22) and Del/+ (*n* = 20)] and female [wt (*n* = 21) and Del/+ (*n* = 20)] littermates during the first week of phenotype analysis. The male and female individuals carrying the deletion of the interest region continued to show a decrease in their body weight throughout their development [Student’s *t*-test for males: *t*_(40)_ = 5,550; *p* < 0.001; Student’s *t*-test for females: *t*_(39)_ = 2,451; *p* = 0.019]. **(B)** Open Field test results illustrate the exploratory activity of the LE 16p11.2 rat model. Male [wt (*n* = 22) and *Del/+* (*n* = 20)] and female [wt (*n* = 21) and Del/+ (*n* = 20)] littermates were analyzed for horizontal and vertical activity. The 16p11.2 deletion caused increased horizontal activity in our model regardless of the sex of the animals [Student’s *t*-test for males: *t*_(40)_ = −2,726; *p* = 0,009; Mann–Whitney *U* Statistic for females: T = 510,000; *p* = 0.02]. However, the deletion of one copy of the interest region caused increased vertical activity only in male individuals [Student’s *t*-test *t*_(40)_ = −2,174; *p* = 0.036]. **(C)** The deletion of the 16p11.2 region causes a novel object recognition memory disorder in our rat model on LE genetic background. For the NOR test with 3 objects, the recognition index reflects the ability of rats to recognize the new object from the 2 familiar objects after a 3 h delay. Males mutant animals [wt (*n* = 22) and Del/+ (*n* = 20)] were impaired to recognize the new object when we compared the recognition index, like the percentage of exploration time of the new object, to the level of chance [33.3%; One sample *t*-test: wt (*t*_(21)_ = 3.94; *p* = 0.0008) and Del/+ (*t*_(19)_ = 2.02; *p* = 0.0569)]. However, the females of this model [wt (*n* = 21) and Del/+ (*n* = 20)] showed a preference for the new object that is reflected in a recognition index significantly higher than the level of chance [One sample *t*-test: wt (*t*_(20)_ = 3.92; *p* = 0.0008) and Del/+ (*t*_(19)_ = 3.4; *p* = 0.003)]. **(D)** Evaluation of the behavior of the LE 16p11.2 rat model in the social interaction test. The male [wt (*n* = 11) and Del/+ (*n* = 10)] and female [wt (*n* = 10) and Del/+ (*n* = 10)] of our second model were analyzed separately from the observation of different events in pairs. The Del/+ male rat showed increased solitary time [Student’s *t*-test: *t*_(18)_ = −2,229; *p* = 0.039] and approaching behavior [Student’s *t*-test *t*_(19)_ = −2,679; *p* = 0.015]. No altered social behavior has been detected in females (^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001).

Next, we performed the object location memory test (Supplementary Figure S3A; Supplementary Table S4). Our objective was to confirm, as in the case of the SD model, that the deletion of a copy of the 16p11.2 region has no impact on the object location memory in our second rat model. Considering that the 3-object discrimination protocol for the NOR test was the most appropriate, we decided to test the LE model (Supplementary Figure S3B; Figure 3C). Thus, this task showed that male mutant individuals, unlike control individuals, did not show an exploration preference for the new object. Furthermore, the object recognition index of these animals is not significantly higher than 33.3%. Instead, females carrying the 16p11.2 deletion on LE background did not develop any disorder in object recognition memory, showing a recognition index higher than the 33.3% chance level.

To get an animal model more relevant to autism with robust social behavior phenotypes shared among genetic backgrounds, we evaluated the LE model during the social interaction test (Figure 3D). Among the most interesting observations, we found that male mutant individuals spent significantly more time alone than control individuals. This phenotype was also observed in the SD 16p11.2 deletion model (Figure 2D). In addition, curiously, we discovered that these animals spent more time approaching their partner and we did not detect cases of pinning or agnostic behavior. In the case of LE females, the deletion of the 16p11.2 region had no effect on the development of social phenotypes for the evaluated events, as observed for the mutant SD females Overall the behavior results we identified were robust, as were observed similarly in the LE background to those obtained from the SD background in the 16p11.2 Del/+ model.

### 3.3. Expression analysis shed light on the pathways altered by a genetic dosage of the 16p11.2 homologous region

We investigated the gene expression profile of Del/+ and Dup/+ 16p11.2 male SD rat hippocampi by RNA-seq. After performing the DEA analysis using FCROS we identified 966 and 1,367 genes dysregulated (DEGs) in Del and Dup models, respectively (Table 1). Using those DEGs, we computed a PCA to assure the profile of expression of the DEGs could cluster our samples by their different gene dosage (Figure 4A). Additionally, to assure the quality of our data, we looked at the Euclidian distance between samples, calculated using the 28 genes susceptible of the dosage effect of the 16p11 region, and indeed all cluster by genotype (Figure 4B). Moreover, most of the genes of the region are following the gene dosage on the models. Looking at the FC profile across the region in the duplication, we found one gene with decreased FC expression LOC102552638, and several highly expressed genes as *Gdpd3*, two rat-specific *ABR07005778.1, AABR07005779.7*, and *Zg16*. Interestingly, in the deletion, we found 2 genes with an unpredicted increased expression, one outside of the region *RF00026*, possibly due to a bordering effect and another inside the region, *Zg16*. Overall, the gene expression dysregulation was corroborating the genetic dosage for this region in the different models (Figure 4C).

**Figure 4:**
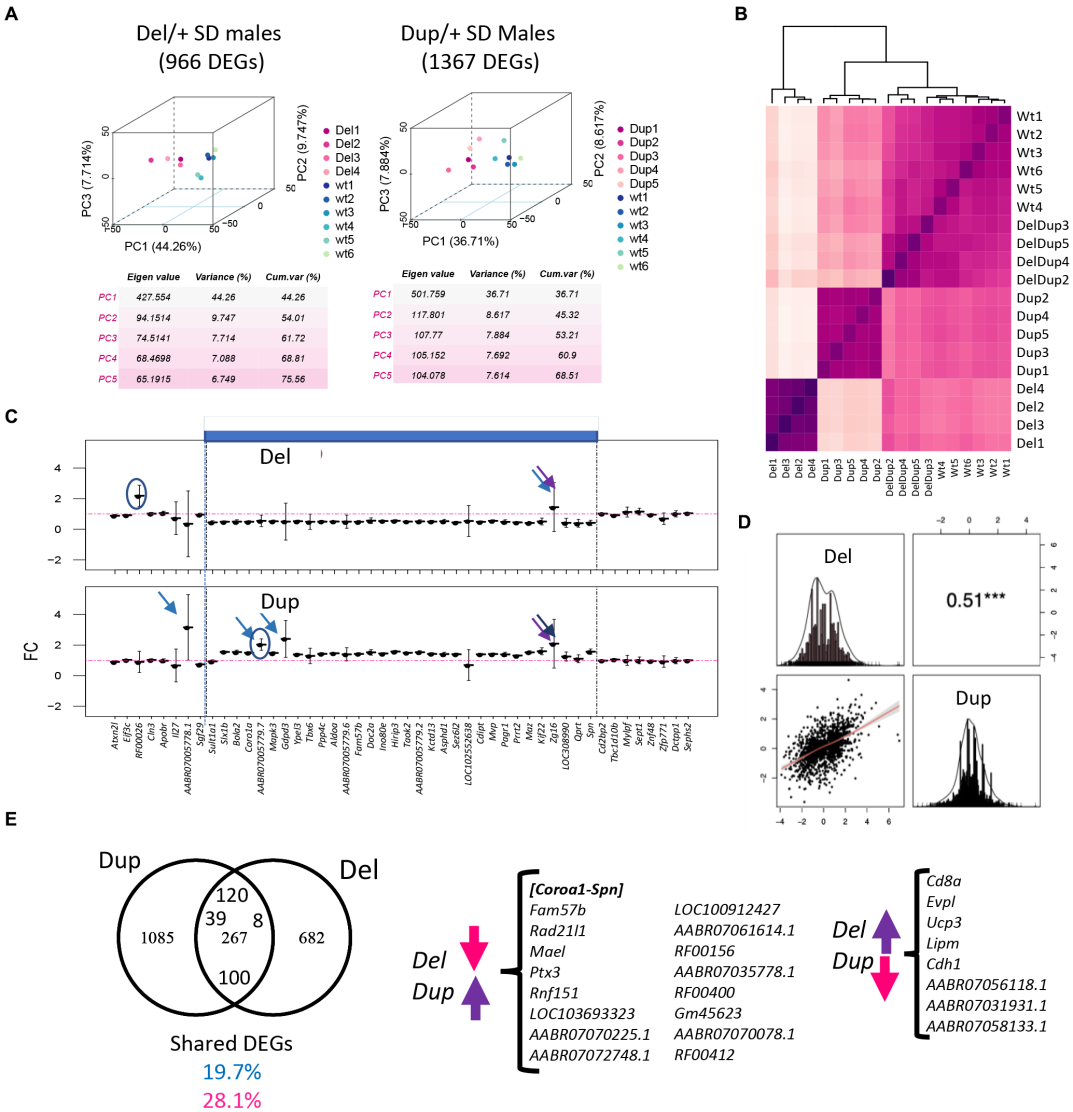
Gene expression analysis at the transcriptome and proteome level in the 16p11Del and Dup male rat hippocampi. **(A)** 3D principal component analysis (PCA) on the DEGs for each adult hippocampal sample allows for isolating the animals carrying the 16p11.2 deletion (Del/+) and the animals with the 16p11 region (Dup/+) in comparison with the wild-type littermates. From disomic (wt) adult hippocampi. **(B)** Homogeneity plot showing the gene dosage effect of the 28 genes in the 16p11.2 region and how the samples cluster by Euclidian distance. **(C)** Fold change expression levels of the genes analyzed by RNA-Seq homologous to the 16p11.2 region in rat chromosome 1 (Rno1). The genes are displayed following the order of their genomic start site coordinates. The 16p11.2 interval is indicated in blue. **(D)** Distribution and correlation diagram showing the DEGs in common between Del and Dup models and the model-specific DEGs. The shared DEGs correspond to 19.7% and 28.1% of the total DEGs identified, respectively, for the Dup and Del models. **(E)** Venn diagram showing in the left panel, the DEGs in common between the SD Del and Dup/+ models and SD male transcriptomics datasets and the background-specific DEGs. Highlighted inside the common genes those upregulated in both models, 120, downregulated in both 100 and regulated in opposing regulatory sense between Dup/+ and Del/+ models (39 upregulated in Dup/+ and 8 downregulated in Dup/+).

Looking at the expression of DEGs in both models, only 51% were strongly correlated to gene dosage (Figure 4D; Supplementary Table S5). Many genes of the 16p11 region (*AldoA, Mapk3, Cdipt, Coroa1, Kctd13, Ino80e, Mvp, Slx1b* and *Ppp4c*) showed a level of expression in RNA-Seq following a gene dosage effect that was confirmed by ddPCR (Supplementary Figure S4). Then, we wondered whose genome-wide DEG expression levels were positively, or negatively, correlated with the gene dosage. To answer this question, we fit a linear model considering CNVs as follows [lm(log2FC ~ CNV) == y ~ (b0 + b1*CNV)]. We found six genes of the region following a positive gene dosage effect *Aldoa, Sez6l2, Bola2, Kif22, Rad21l1, Ptx3, and Mael* with another gene, named *Chad*, out of the region, and presenting a negative correlation in the dosage model (Supplementary Table S5). Overall, 267 DEGs were commonly dysregulated in the Del/+ and Dup/+ models (19.7% shared DEGs of the total Dup/+ DEGs or 28.1% of the total Del/+ DEGs). Of those common 267 DEGS between models, 100 DEGs were downregulated in both models and 120 upregulated in both. Therefore, some functionalities should be commonly altered independently of the dosage. Nevertheless, 39 DEGs were following the region dosage effect (upregulated in the Dup/+ and downregulated in the Del/+), including the genes on the interval *Coroa1-Spn* and others like *Fam57b, Rad21l1, Mael, Ptx3* or *Rnf151*, found elsewhere in the genome, and 47 genes were altered in opposing regulatory sense. In particular, a few DEGs were following a negative dosage correlation such as *Cd8a, Evpl, Ucp3, Lipm* and *Cdh1* being upregulated in the Del/+ and downregulated in the Dup/+ (Figure 4E).

To go further, we performed the differential functional analysis (DFA) using gage (Luo et al., 2009). We found 146 and 68 pathways altered in the hippocampi of Del/+ and Dup/+ models, respectively. No downregulated pathway was found in the Dup/+ model whereas both up and downregulated pathways were found in the Del/+ hippocampi. After grouping the pathways inside of functionality-based defined meta-pathways (Duchon et al., 2021; Figure 5A; Supplementary Table S6). Although in the Dup/+ model, there were several groups with a higher number of upregulated pathways compared to the Del/+ model, as synaptic meta-pathway, signaling or transcription and epigenomic regulation, many downregulated pathways were observed in the Del/+ model, except the “transcription and epigenomic regulation” meta-pathway not being affected. Moreover, as expected from the DEA analysis, we indeed were able to identify 23 pathways that were commonly shared and upregulated in both Del/+ and Dup/+ (Figure 5B) with most of them being related to morphogenesis with the primary cilium, and four others unrelated. Oppositely “synaptic and Synaptic: other pathways” and “metabolism” functions were more affected in the Del/+ condition, while “transcription and epigenomic regulation” or “hormone regulation” were more perturbed in the Dup/+ model (Figures 5A,C).

**Figure 5:**
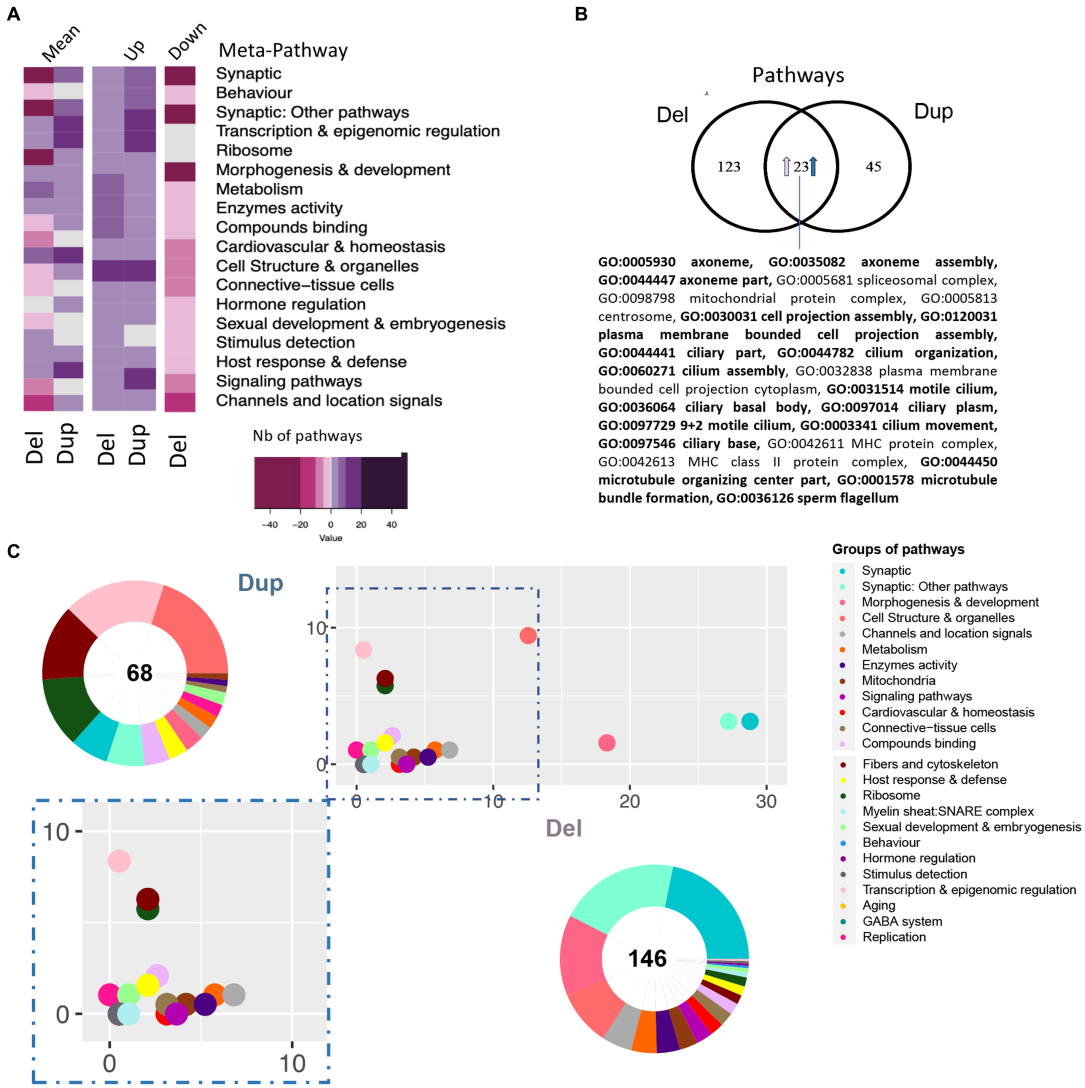
Pathway analysis of 16p11.2 SD rat Del and Dup male model based on the transcriptome of the hippocampi. **(A)** Heatmap representation of the number and regulation sense of the pathways of the Del and Dup models. Pathways identified using the GAGE R package and filtered by q-value cut-off < 0.1, were grouped in the meta-pathways shown on the ordinate. The color key represents the number of pathways within the meta-pathways 50, 20, 10, 5, 0. The minus or pink color represents downregulated pathways, the white color represents no pathway found in the meta-pathway and the purple or positive numbers stand for upregulated pathways, respectively. **(B)** Venn diagram highlighting the 23 pathways upregulated in both models and the existence of model-specific functional alteration. The percentage of shared pathways reached 33% or 15% of the total altered pathways in the Dup(16p11) and Del(16p11) models, respectively. Seventeen of those pathways are also found dysregulated in Del/Dup (in bold). **(C)** Ratio plot showing the inter-model comparison of the percentage of pathways included on each meta-pathway (group of pathways) normalized by the total number of unique pathways per meta-pathway. The x-axis and y-axis represent the SD male Del and Dup data, respectively. Outside a doughnut plot represented in the center, the number of total altered pathways found by gage analysis on each dataset and the percentage of pathways altered included on each meta-pathway is represented on the coronal area under each meta-pathway. The meta-pathways are defined in the accompanying legend.

### 3.4. CUL3 and MAPK3 functional subnetworks are central to the 16p11 dosage susceptible regulatory protein–protein interaction network

Then, we built the rat 16p11 dosage susceptible regulatory protein–protein interaction network (RegPPINet; Figure 6A) using as seeds all the genes identified by gage as altered in the Del/+ and/or in the Dup/+ SD models. We aimed to gain some insights into the possible molecular mechanism altered due to the gene dosage of the region. After performing the betweenness centrality analysis and analyzing the topology of the most central network we identified 47 main hubs. Several of those hubs involved genes from the region (Figure 6A) and interestingly we identified a few central genes linked to synaptic deregulation, re-enforcing the fact that synaptic dysfunction was one of the main alterations due to the dosage change of 16p11. These most important hubs in terms of betweenness were *Chd1, Gli1, Plg, Coro1a, Epha8, Disc1, Spag6l, Cfap52 or Sema3a*. However, if we consider the most connected gene, by the sole degree of regulatory interactions, then the 16p11 dosage RegPPINet pointed to Mapk3 and Cul3 (Figures 6B,C). The first subnetwork is centered on *Mapk3* with expressed genes also found altered in both Del/+ and Dup/+ models with opposite regulatory senses (like *Cdh1* or *Mvp*). In addition, we found 3 genes on this subnetwork, *Gdnf, Gata4* and *Atp1a4* downregulated in both models and one gene *Itgb6* upregulated in both. The *Cul3* network involved several genes whose expression was found altered in both Del/+ and Dup/+ models with mirroring regulatory effects for *Kctd13, Doc2a, Kif22, Rad21l1, Ppp4c* or *Asphd1*.

**Figure 6:**
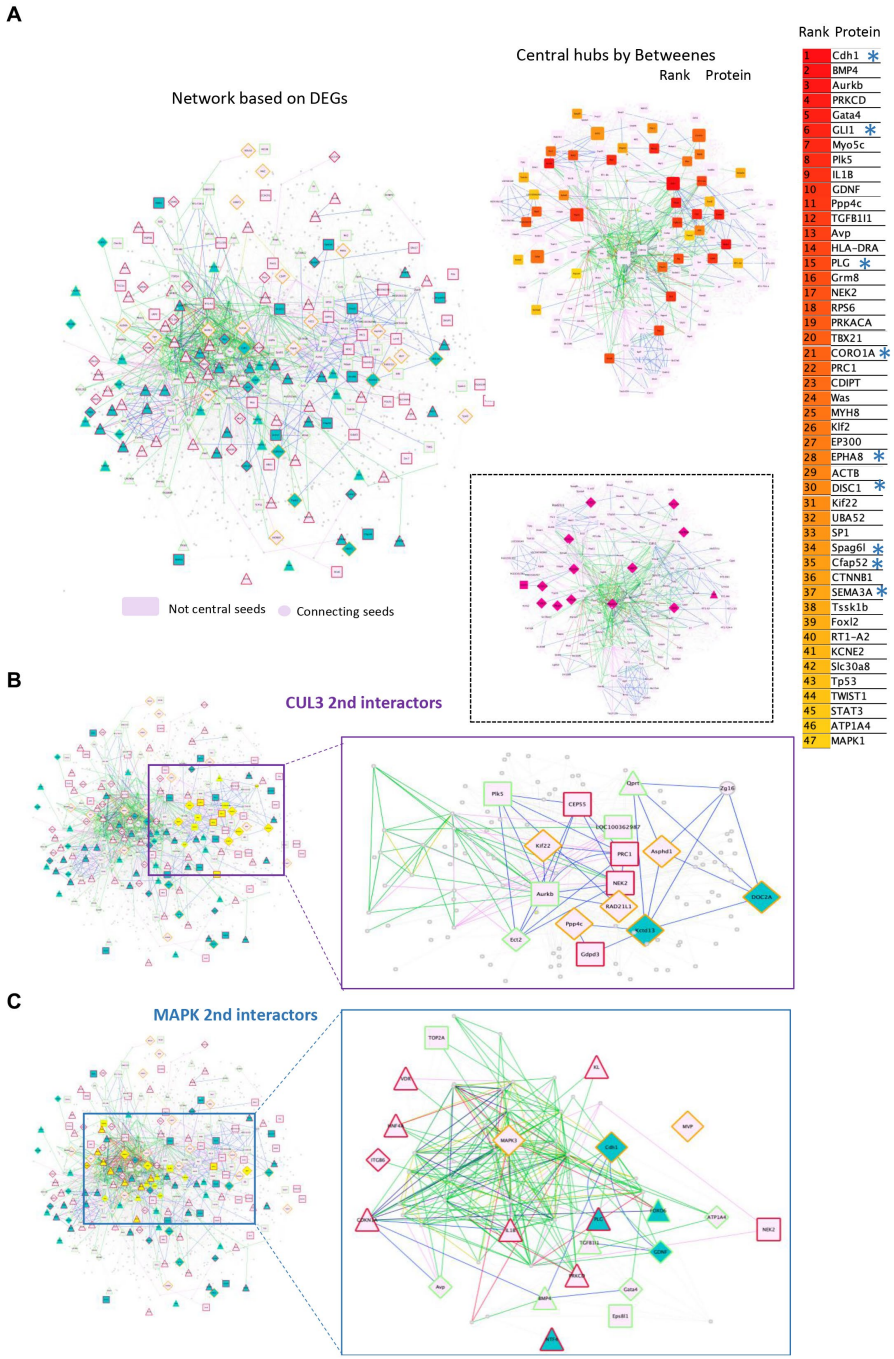
Protein–protein interaction networks altered due to the gene dosage effect based on the transcriptome analysis of the 16p11 SD rat models. **(A)** Left panel, a full rat protein–protein interaction network (RegPPINet) built using as seeds all the genes identified by gage as altered in the Del or Dup SD models visualized using the edge weighed spring embedded layout by betweenness index in Cytoscape. On the right panel, highlighting the main central nodes of the rat dosage susceptible RegPPINet network. On the bottom panel, highlight in pink the 16p11 region genes. The full RegPPINet was built by querying STRING and selecting the PPIs with a medium confidence score (CS = 0.4) coming from all sources of evidence. The shapes of the nodes represent the following information: Shapes: (i) Pallid pink ellipses: represent connecting proteins added to assure the full connectivity of the network; Then the genes identified by GAGE after q-Val < 0.1 cut-offs to be contributing even slightly, to any pathway alteration and also identified in the DEA analysis by Fcros. The top 50 central genes are listed on the right side with genes known to be involved in synaptic pathways (*). **(B)** Second-level interactors of CUL3 were extracted from the main network. The left panel shows in yellow all the genes that are second-level interactors of CUL3. On the right panel, the extracted subnetwork centered around CUL3 to identify the molecular regulatory mechanisms known to exist between the interacting partners. **(C)** We extracted from the rat RegPPINet the second-level interactors of MAPK family proteins (proteins MAPK 1,3,8,9,14). Left panel, the full RegPPINet network can be observed highlighting in yellow all the genes that are second-level interactors of CUL3. On the right panel, the extracted subnetwork centered around MAPK proteins to identify the molecular regulatory mechanisms known to exist between the interacting partners. The shapes of the nodes represent the following information: Shapes: (i) Pallid pink ellipses: represent connecting proteins added to assure the full connectivity of the network; Then the genes identified by GAGE after q-Val < 0.1 cut-offs to be contributing even slightly, to any pathway alteration and also identified in the DEA analysis by Fcros. Rectangles represent genes identified uniquely in Dup transcriptomes while triangles are for genes identified uniquely in Del transcriptomes and diamond shapes for genes identified as DEGs in both models. The edges color represent the type of interaction annotated by following the PathPPI classification (Tang et al., 2015), and ReactomeFIViz annotations as follows (i) The GErel edges indicating expression were colored in blue and repression in yellow. (ii) PPrel edges indicating activation were colored in green, inhibition in red. (iii) Interactions between proteins known to be part of complexes in violet. (iv) Predicted interactions were represented in gray including the PPI interactions identified by STRING DB (Szklarczyk et al., 2017) after merging both networks. The nodes bordering color represent If the gene was found upregulated in both models (red), downregulated in both (green) or in the mirroring regulatory sense (orange).

### 3.5. Proteomics analyses further support the major relevance of 16p11 gene dosage and the central role of MAPK3 and CUL3 interactors

Then, we wondered how much of the 16p11 dosage susceptible network could be confirmed by a quantitative proteomics analysis based on the hippocampus. Seven out of the 32 proteins encoded in the 16p11.2 region, were detected and successfully quantified by mass-spectrometry in the samples analyzed. Their expression profiles showed a clear correlation with gene dose with lower expression in Del/+, intermediated expression in wt and Del/Dup genotype, and higher expression in Dup/+. Dup/Del values followed partially the wt abundance (Supplementary Figure S5). There were 3 missing measures for Bola2, and D4A9P7 in the Del/+ group, which were very likely linked to low/borderline abundance in the samples.

Interestingly, most of the genes, contributing to the functional alteration in the 16p11 dosage and the transcription network, were also detected and quantified by the proteomic technique (highlighted in yellow with an octagonal shape; Supplementary Figure S6A). We found a strong correlation between the RNA level (RNA seq count) and our proteomic quantification in wt and Del/+ individuals for all expressed genes (Supplementary Figure S6B) and DEGs (Supplementary Figure S6C). Thus, we decided to investigate the proteomics dataset on its own and search for new insights into the 16p11 syndrome alterations. We built the proteomic-specific hippocampi 16p11 MinPPINet (Supplementary Figure S7A). Very well-connected 16p11 region proteins, such as ALDOA, BOLA2, CDIPT and COROA1, unraveled the existence of two main subnetworks (Supplementary Figure S7B): the first was around MAPK3 and SRC, a proto-oncogene coding for a membrane-bound non-receptor tyrosine kinase, while the second was built around the ATP citrate lyase (ACLY). ACLY is associated through the proteasome subunit, alpha type, 4 (PSMA4), to superoxide dismutase 1 (SOD1) and CUL3 for polyubiquitination and degradation of specific protein substrates.

### 3.6. Sexual dysmorphism observed at the transcriptomics level in 16p11 LE deletion models

Then we wonder if the rat’s genetic background can also change major transcriptomics outcomes and if any sexual dysmorphism can be detected. Thus, we isolated hippocampi from 5 females and 5 males Long Evans Del/+ and controlled wild-type littermates to carry out transcriptome analysis. 

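Long Evans (LE) is an outbred rat stock. The Del/+ rats carried 1 of 2 copies of the chromosome 1 segment that is homologous to human 16p11.2, and their wt littermates carried both. Hippocampal RNA was taken at 24 weeks of age from 20 rats, 5 in each of the 4 groups of sex and genotype, and 1 library was sequenced per rat. The authors made strand-specific libraries of polyA RNA, aligned the single-end reads with Hisat2 to the Rno6 assembly and counted reads per Ensembl gene with HTSeq-count. They deposited these raw counts, without normalization, for 32623 genes, of which 24597 had at least 1 count in any rat. The reads counted on genes per library ranged from 40908785 to 46141518 in wt males (median 41296907), from 42058876 to 44855320 in Del/+ males (median 42988321), from 38010233 to 46504611 in wt females (median 41166079) and from 37603623 to 47239480 in Del/+ females (median 46637396). The labels give each library as a separate rat. All 190 pairs of the 20 libraries differed by more than sampling noise, with a chi-square per degree of freedom of at least 12.0, so no library was found deposited more than once.

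The labels were first checked on the deleted region itself. Taok2 (ENSRNOG00000019964), a gene of the region, had between 3945 and 4751 normalized counts in the 5 Del/+ males and between 8740 and 8990 in the 5 wt males, and between 4261 and 4826 in the 5 Del/+ females against 8504 to 9082 in the 5 wt females. Kdm5d (ENSRNOG00000060496), a gene of the male-specific chromosome, had at least 1855 normalized counts in every male. Among females it reached 50.9 normalized counts, in wt replicate 4, and a mean of 1.81 ± 2.08 (SD, n = 5) in Del/+ rats. Eif2s3y, also chosen to check labels, had a mean of 1570 normalized counts in wt males and 12.2 in wt females. The entry named Ddx3y, chosen for the same purpose, did not mark males. Its means were low, at 9.22 in wt males, 18.4 in Del/+ males, 31.6 in wt females and 15.3 in Del/+ females. Sry and Usp9y had too few counts to serve as checks.

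Counts were normalized with the TMM method of edgeR, genes with few counts were removed with filterByExpr (minimum count 10), and wt and Del/+ rats were compared with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Each sex was fitted on its own, then both together with sex as a covariate, and last with a genotype by sex interaction. On counts simulated from these libraries, 5 against 5, the test recovered 87.8% of 196 changed genes among 15514 tested. Of its calls 9.0% were false, and it made 1 call among 15494 genes when none was changed. The changed genes had median log2 fold changes of 1.01 and −1.01, so the recovery of smaller changes was not measured.

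In all 20 libraries the gene with the most counts was AY172581.24, and the share of counts it took varied between libraries. This share was 3.60% to 4.98% in Del/+ males, 2.93% to 9.45% in wt males, 8.69% to 11.6% in Del/+ females and 4.00% to 10.8% in wt females. TMM normalization weakens the effect of a single abundant gene on all others, and scaling by library size alone does not. The paper's text does not name the batches in which RNA or libraries were made, so a difference in handling and a difference between groups cannot be told apart.

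**Figure D1:**
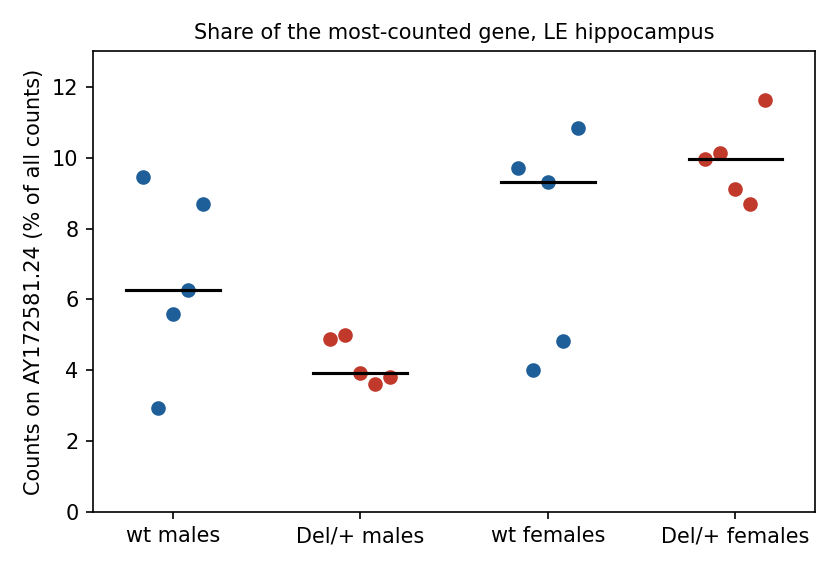
Share of all counts that fell on AY172581.24, in percent, in each of the 20 LE libraries. Points stand for rats and bars for the median of each group, which was 6.26% in wt males, 3.91% in Del/+ males, 9.33% in wt females and 9.95% in Del/+ females.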

The DEA analysis using FCROS identified 1,068 and 1,324 genes specifically dysregulated (DEGs) in Del/+ males and females, respectively (Table 1). Moreover, 1,544 DEGs were altered independently of the sex when we ran the analysis pooling both sexes together (Figure 7A). 

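In males, 64 of 15630 genes passed as DEGs between Del/+ and wt rats, 14 upregulated and 50 downregulated. The deleted region held 23 of them, and the 41 others comprised 14 upregulated and 27 downregulated genes. In females, 19 of 15590 genes passed, all of them downregulated genes of the deleted region. Outside the region no gene passed in females, where 961 genes had an unadjusted p under 0.05, against 2224 in males. The number of DEGs varied with the rats included, from 25 without male wt replicate 4 to 184 without male Del/+ replicate 5 in males, and from 18 to 21 across the 10 fits that each left out one female.

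A rank statistic written after the published description of FCROS was run on the same counts. It ranks the fold changes of all genes in each pair of a Del/+ and a wt rat, averages the ranks of a gene after trimming (0.25), and calls genes with an f-value within 0.025 of 0 or of 1. It was run without the filter on low counts, on 23374 genes in males and 23677 in females, more than in the edgeR fits. It called 1060 genes in males (610 upregulated, 450 downregulated) and 1338 in females (541 upregulated, 797 downregulated). Of the 64 genes passing in males by edgeR, 39 were among the 1060. On simulated counts in which no gene had been changed, the f-value called 935 of 15630 genes. The setting that moved the numbers most was an adjusted p computed from the same ranks, with 14956 genes in males and 12804 in females, and it called 8528 of 15630 genes in the simulation without change.

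For comparison, the 10 rats of each sex were divided into 5 and 5 in 99 other ways, without regard to genotype. These splits gave 0 to 148 genes by edgeR in males (median 0) and 0 to 9 in females (median 0). The real DEGs include 23 genes of the deleted region in males and 19 in females, which groups of mixed genotype could hardly reproduce. Outside the region the real genotypes gave 41 in males and 0 in females. By the f-value they gave 1167 to 1697 genes in males and 1128 to 1694 in females.

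**Figure D2:**
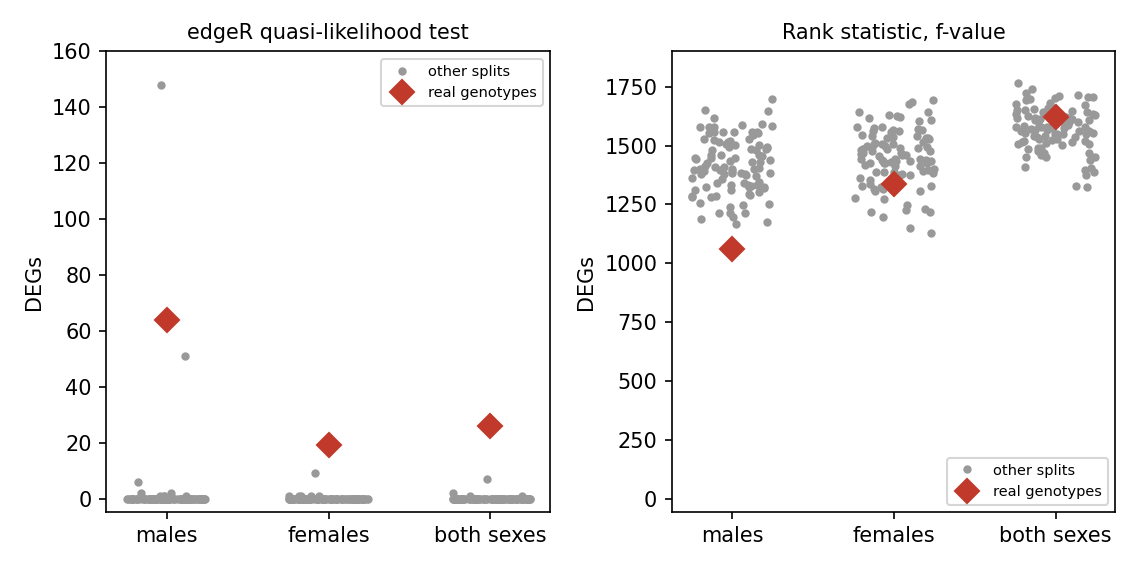
Number of DEGs for the real genotypes (red diamonds) and for 99 other splits of the same rats (grey points), in males, in females and in both sexes together. On the left, where edgeR was used, the real genotypes gave 64, 19 and 26 DEGs, and on the right, with the f-value of the rank statistic, 1060, 1338 and 1621.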

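With both sexes in one edgeR fit and sex as a covariate, 26 of 16193 genes were DEGs, 1 upregulated and 25 downregulated, and 725 had an unadjusted p under 0.05. The deleted region held 24 of the 26. The remaining downregulated gene was Rad21l1 (ENSRNOG00000022335), on chromosome 3 of Rno6 with its start at 147163838 as listed in Supplementary Table S5. The copy of that table read here holds 1772 genes and leaves out 21227, and only gene positions were taken from it. Rad21l1 had 37.5 ± 6.52 normalized counts (SD, n = 5) in wt males, 14.1 ± 4.45 in Del/+ males, 41.0 ± 7.00 in wt females and 15.0 ± 6.50 in Del/+ females. Its pooled log2 fold change was −1.44 (standard error 0.21, adjusted p = 3.12e-04 from edgeR's quasi-likelihood test), and the counts of all Del/+ rats lay below those of all wt rats in each sex. The upregulated DEG was Slc5a2 (ENSRNOG00000020039), which follows the deleted region on chromosome 1 in the gene order of the GRCr8 assembly, with 38 tested genes between it and Spn. It had 9.27 ± 1.49 normalized counts (SD, n = 5) in wt males, 27.5 ± 3.09 in Del/+ males, 24.5 ± 2.08 in wt females and 37.4 ± 5.14 in Del/+ females. The pooled log2 fold change of Slc5a2 was 1.05 (standard error 0.19, adjusted p = 0.00549 from the same test). Both genes have few counts. Within one sex Rad21l1 did not pass (edgeR adjusted p = 0.0589 in males and 0.236 in females), and Slc5a2 passed in males (edgeR adjusted p = 0.0254) and not in females (edgeR adjusted p = 0.767).

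Outside the deleted region, the next genes by adjusted p did not pass in the pooled data. On the downregulated side these were RF00009, AABR07044001.4, AABR07070225.1 and RF00602, and on the upregulated side Nek2, Cnr2, Gvin1 and Cemip. Of these, Gvin1 (edgeR adjusted p = 0.0165) and AABR07044001.4 (edgeR adjusted p = 0.0313) passed within males, and within females no gene of them passed. Gvin1 went from 23.7 ± 8.51 to 77.8 ± 22.8 normalized counts (SD, n = 5) in males and from 50.1 ± 12.1 to 56.8 ± 12.8 in females, where wt replicate 1 lay apart at 29.2, and its genotype by sex interaction had an adjusted p of 0.0651 by edgeR. By the rank statistic with f-value limits, 1621 genes passed in the pooled data, 772 upregulated and 849 downregulated. Among 99 other splits of the rats within each sex, edgeR gave 0 to 7 genes and the rank statistic 1326 to 1768.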

The computed PCA and the Euclidian distance matrix clustered the samples by their genotypes and then sex (Figure 7B). Moreover, the specific fold change of the 16p11.2 region in both males and females showed the expected downregulation in both sexes, similar to the one observed in the male SD Del/+ male model (Figure 7D). 

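Figure 7B draws the genes of the deleted region and the DEGs. Distances between the 20 libraries were computed on log2 CPM, over the genes of the region and over genes not picked by the comparison. Over the 28 tested genes of the deleted region, the nearest library of each of the 20 libraries had the same genotype, and 13 also had the same sex. When the libraries were clustered into 2 groups on these genes, all 20 fell with their genotype. Over the 16165 genes outside the region, the nearest library had the same genotype for 10 of 20 and the same sex for 15 of 20, and 11 of 20 fell with their genotype in a clustering into 2 groups. Genotype accounted for 4.84% of the squared distances over all 16193 tested genes (permutation test within sex, 100000 resamples, p = 0.476), and sex for 11.4% (permutation test within genotype, p = 9.0e-05). Without the genes of the deleted region the share of genotype was 4.53% (permutation p = 0.635), and without these and the genes of the sex chromosomes the share of sex was 10.3% (permutation p = 1.1e-04).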

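The region runs along chromosome 1 of Rno6 from Sult1a1, whose start is at 198100586, to Spn, whose start is at 198572999, and Figure 7D draws 33 genes in it. All 33 were identified in the counts and 28 passed the filter on low counts in the pooled data. The median log2 fold change was −1.09 in males over 27 tested genes (from −1.50 to −0.61) and −0.98 in females over 28 tested genes (from −2.22 to −0.79). Every tested gene was lower in Del/+ rats of both sexes. In males 23 genes passed an adjusted p under 0.05 over all genes tested and 26 when adjusted over the list alone, and in females 19 and 28. A loss of 1 of 2 copies corresponds to a log2 fold change of −1. In the fit on both sexes, none of the 28 genes departed from this value at an adjusted p under 0.05 (lowest 0.214, edgeR with shifted offsets), and 2 did so at an unadjusted p under 0.05. This was not tested within a sex, where Maz (−1.50, standard error 0.10), Prrt2 (−1.35, standard error 0.08) and Sez6l2 (−1.23, standard error 0.07) lay below −1 in males. Scaling by library size alone moved the median to −0.98 in males and −1.09 in females.

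Aldoa (ENSRNOG00000052802, start 198228387) was one of the most expressed genes of the region. Its normalized counts fell from 64146 ± 2797 to 29128 ± 1394 (SD, n = 5) in males and from 56402 ± 4621 to 30361 ± 2142 in females. The log2 fold changes of Aldoa were −1.13 (standard error 0.05, edgeR adjusted p = 1.75e-08) and −0.90 (standard error 0.07, edgeR adjusted p = 8.6e-06). Mapk3 (ENSRNOG00000053583, start 198192773) changed by −1.13 in males (standard error 0.08, edgeR adjusted p = 2.54e-06) and −0.88 in females (standard error 0.10, edgeR adjusted p = 6.99e-04). For Kctd13 (ENSRNOG00000020010, start 198360627) the values were −1.07 (standard error 0.07, edgeR adjusted p = 6.49e-07) and −0.85 (standard error 0.08, edgeR adjusted p = 5.48e-05). Taok2 (start 198301938) changed by −1.03 in males and −0.95 in females, each with a standard error of 0.05.

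At the ends of the region, Sult1a1 (ENSRNOG00000019342) had a log2 fold change of −1.24 in males (standard error 0.12) and −1.37 in females (standard error 0.24), and Spn (ENSRNOG00000036711) −1.50 in males (standard error 0.22) and −0.86 in females (standard error 0.17). Both fell short of the threshold in females, with edgeR adjusted p of 0.0785 and 0.137. Ino80e (ENSRNOG00000019960, start 198287490) ranged widely among Del/+ rats, from 747 to 1511 normalized counts in males and from 688 to 1783 in females, where wt replicate 1 was apart at 3036, and did not pass in females (edgeR adjusted p = 0.767). For Gdpd3, Zg16, Tbx6, LOC102552638 and RF00026 the counts were too few to give a fold change.

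The difference between the sexes was tested with the interaction term. No gene of the region passed (lowest adjusted p 0.0817 for Maz, edgeR), 8 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. Of the flanking genes drawn in Figure 7D, 12 were tested. Eif3c (ENSRNOG00000018761, start 197964407) was lower in Del/+ males, with a log2 fold change of −0.34 (standard error 0.06, edgeR adjusted p = 0.0176), and in Del/+ females changed by −0.02 (standard error 0.08). Its lowest value among Del/+ males was 8685 normalized counts in replicate 5, apart from the other 4. In females and in the pooled data 0 flanking genes passed, with 1 and 2 at an unadjusted p under 0.05.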

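Mean normalized counts of the 33 genes in the deleted region were compared between males and females of the same genotype. The squared correlation across the genes was 0.999667 in wt rats and 0.998916 in Del/+ rats. A correlation across genes on the linear scale rests mostly on the most expressed genes, and genes are not independent replicates. Without the most expressed gene the value was 0.997 in Del/+ rats, and on the log2 scale it was 0.989 in wt and 0.995 in Del/+ rats. Lists of 33 genes drawn at random 10000 times gave a median of 0.997 in wt and 0.994 in Del/+ rats, and 6.8% and 10.0% of them reached the value of the deleted region.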

A good correlation occurred with the normalized counts of 16p11 region genes for wt and Del/+ genotypes in both LE male and female hippocampi (for wt R^2^ = 0.9996, Del/+ R^2^ = 0.9988) and also when comparing wt and Del/+ genotypes in males from the SD and LE genetic backgrounds (for wt R^2^ = 0.9966, Del/+ R^2^ = 0.9987; Supplementary Figure S8). Four genes from the region were confirmed by ddPCR to follow the dosage effect with lower expression in the Del/+ rat males and females compared to wt littermates. There was a limited number of DEGs commonly deregulated in both sexes compared to hippocampal DEGs specific for males and females and more DEGS were observed in males than in females (Figure 7C), suggesting that there was a strong influence of the sex on the genomic dysregulation induced by the deletion.

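The 19 DEGs of females were all among the 64 of males, which is 29.7% of the male DEGs (Fisher's exact test over 15416 genes tested in both sexes, p = 2.88e-47). All 19 lay in the deleted region. Outside it, none of the 41 male DEGs passed in females. In females 32 of these 41 genes changed in the opposite direction, and 13 of the 41 had an unadjusted p under 0.05 there, 1 of them in the same direction as in males. Across all 15389 genes outside the region tested in both sexes, the log2 fold changes of males and females had a Pearson correlation of −0.36 and a Spearman correlation of −0.30, and 37.8% of the genes changed in the same direction. Among 99 other splits of the rats within each sex, the Pearson correlation ranged from −0.45 to 0.46. By the rank statistic with f-value limits 222 genes were shared, 20.9% of the male and 16.6% of the female calls, and of the 194 shared genes outside the region 113 changed in opposite directions.

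The number of DEGs was 45 higher in males, with 64 against 19. With the f-value limits the order turned round, with 278 fewer calls in males than in females. A gene that passes in one sex only is not thereby shown to differ between the sexes, so the genotype by sex interaction was tested for each gene. By edgeR, 10 of 16193 genes passed, 2 with a higher and 8 with a lower log2 fold change in males, and 2631 had an unadjusted p under 0.05. Anxa6 (ENSRNOG00000010668) had an interaction of −0.62 (standard error 0.10, edgeR adjusted p = 0.0221). It fell in males, from 10129 ± 645 to 8134 ± 378 normalized counts (SD, n = 5), and rose in females, from 7908 ± 541 to 9780 ± 1058, where Del/+ replicate 5 lay apart at 11606. Pdgfd (ENSRNOG00000029148) went the other way, with a log2 fold change of 0.71 in males and −0.49 in females and an interaction of 1.19 (standard error 0.20, edgeR adjusted p = 0.0350). The interaction of Nrgn (ENSRNOG00000010688, on chromosome 8 of Rno6 with its start at 40015049) was −0.86 (standard error 0.15, edgeR adjusted p = 0.0350), from −0.54 in males and 0.31 in females. In Del/+ males, replicate 4 lay above the others for Nrgn, with 31015 normalized counts.

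The count of 10 depended on the libraries. No gene passed without male Del/+ replicate 2, male wt replicate 1, male wt replicate 3 or male wt replicate 4, while 320 passed without female wt replicate 1. With the share of counts on AY172581.24 as a covariate, chosen after seeing the data, 0 genes passed and 1911 had an unadjusted p under 0.05. From the small overlap between the DEGs of males and females, and from the larger number of DEGs that it states for males, the paper proposes that sex has a strong influence on the dysregulation caused by the deletion.

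**Figure D3:**
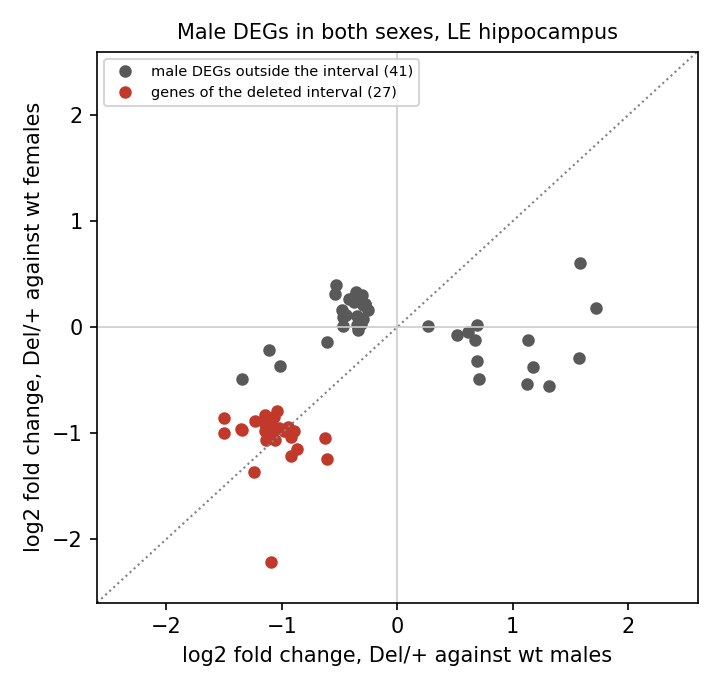
Log2 fold change in males (horizontal axis) and in females (vertical axis) of the genes of the deleted region tested in males (red, 27 genes) and of the 41 male DEGs outside it (grey). The dotted line marks an equal change in both sexes, and 32 of the 41 grey points have opposite signs on the axes.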

**Figure 7:**
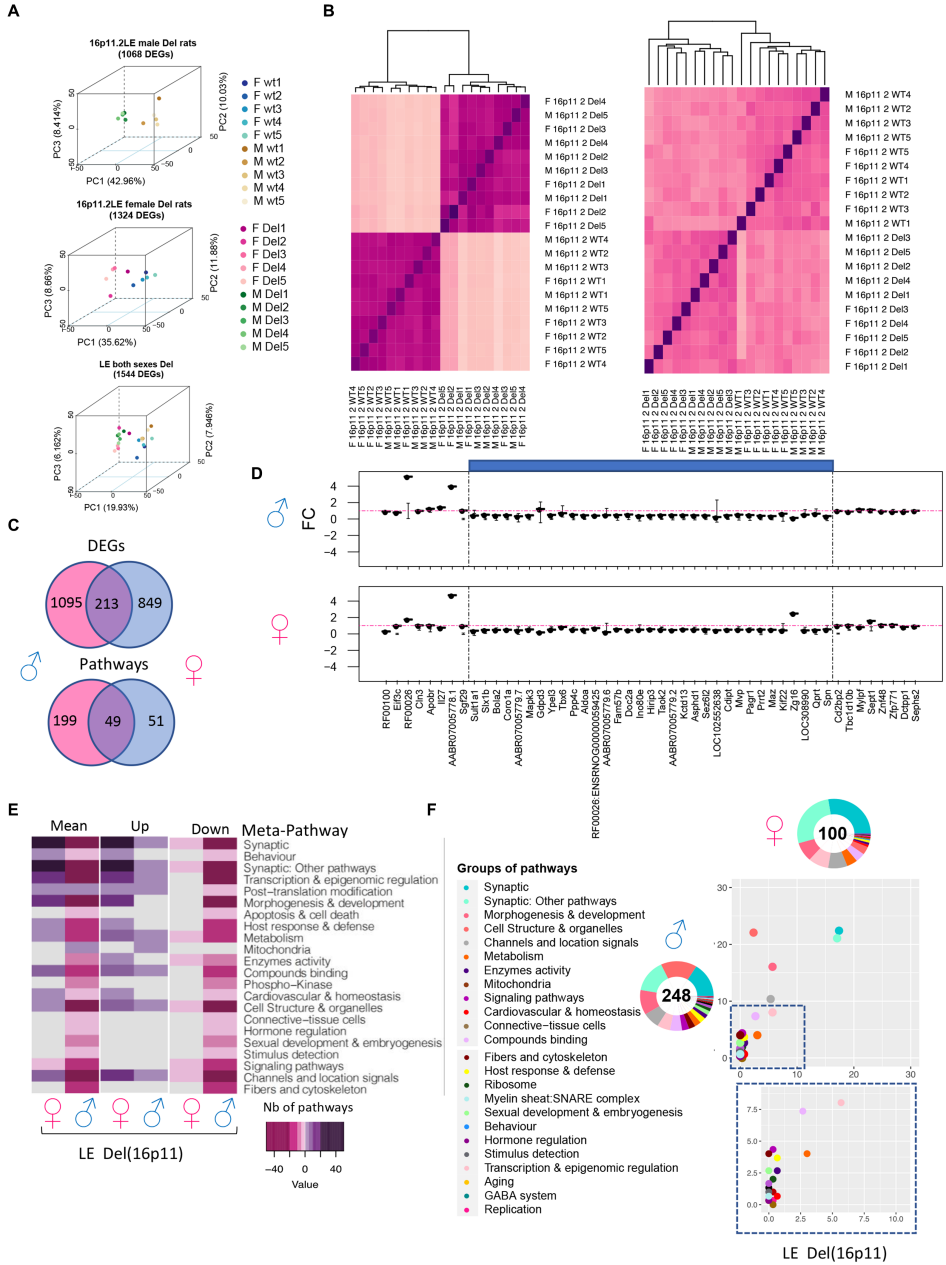
Gene expression analysis of 16p11 LE Del and control littermate (wt) male and female rats. **(A)** 3D-PCA on the DEGs for each adult hippocampal sample allows us to isolate the LE rats carrying the 16p11.2 deletion (Del) in comparison with the wild-type littermates in both sexes as shown in the upper and middle plots. As shown in the bottom plot even though there are some differences by sex the genotype effect is the major difference between the animals and its variability is explained in the first component “PC1.” **(B)** Homogeneity plot showing the gene dosage effect of (left) the 28 genes in the 16p11.2 region and how the samples cluster by Euclidian distance, and (right) all DEGs identified in both male and female datasets. **(C)** Venn diagram showing in the upper panel, the DEGs were found common between the male and female LE datasets. The shared DEGs correspond to 16.2% and 20% of the total DEGs identified, respectively, for female and males. In the bottom panel, the Venn diagram shows the pathways in common between the male and female LE datasets. The shared pathways correspond to 19.7% and 49% of the total pathways identified. **(D)** Fold change expression levels of the genes from the region homologous to 16p11.2 in Rno1. The genes are displayed following the order of their genomic start site coordinates. The deleted areas for each model appear shaded in blue. **(E)** Group of meta-pathways showing up or downregulation with a color key corresponding to the number of pathways within the meta-pathways. **(F)** Ratio plot showing the inter-model comparison of the percentage of pathways included on each meta pathway normalized by the total number of unique pathways per meta-pathway. The x-axis and y-axis represent the female and male data, respectively. Outside a doughnut plot representing in the center the number of total altered pathways found by gage analysis one each dataset and the percentage of pathways altered included on each meta-pathway is represented on the coronal area under each meta-pathway. The metapathways are defined in the legend.

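Principal components were computed on log2 CPM. When the genes are picked by the comparison of genotypes, the first component follows genotype by the way they were picked. Over the 1060 genes of the rank statistic in males, PC1 held 38.4% of the variance and genotype explained 96.8% of PC1, and over the 1338 genes in females PC1 held 31.8% and genotype explained 95.9% of it. In 99 other splits of the rats, with genes picked anew by each split, the split explained 75.3% to 98.5% of PC1 in males and 79.6% to 98.9% in females. The 1621 genes of the pooled data gave a PC1 with 17.1% of the variance, of which genotype explained 92.6% and sex 2.47%. Over the 64 and 19 DEGs of edgeR, PC1 held 86.7% and 93.4%.

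Genes not picked by the comparison gave another order. Over the 16165 genes outside the deleted region, PC1 held 13.5% of the variance in the 20 rats, of which sex explained 30.1% and genotype 0.00616%. Genotype explained 40.4% of PC1 when males were taken alone and 0.0475% when females were taken alone. On PC2, which held 14.9% of the variance in males and 13.1% in females, genotype explained 40.1% in males and 38.5% in females. Over the 28 tested genes of the region, PC1 held 80.5% of the variance and genotype explained 98.5% of it.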

Sexual dysmorphism was also found at the level of the altered pathways. 

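The GO and KEGG gene sets that the paper ran through GAGE were not used here. In their place, 7 gene lists on the themes of the paper were tested with camera on the same counts, in males, in females and for the genotype by sex interaction, and adjusted over these 21 tests. Camera compares the genes of a list with all other genes, here with a preset correlation of 0.01 between genes, and the genes of the deleted region were left out of each list. On simulated data a list of 140 genes shifted by 0.30 on the log2 scale passed, and 0 of the other simulated lists did. The simulated genes were drawn independently, so this cannot show how often camera passes lists of genes that vary together. The shift was also larger in size than the median change of any theme list.

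At an adjusted p under 0.05, 7 of the 21 tests passed, of which 2 were interactions, those of the synaptic and the host response lists. The interaction of the other 5 lists did not pass, with adjusted p of 0.0890 for morphogenesis transcription factors, 0.600 for ribosomal proteins, 0.747 for cilium genes and 0.961 for both the mitochondrial and the hormone lists (camera). With the share of counts on AY172581.24 as a covariate, chosen after seeing the data, only the mitochondrial list among these 5 passed (camera adjusted p = 2.20e-04). With fry, or with the correlation between genes estimated from the data, 0 of the 21 tests passed, and these were the settings that moved the number most. Other splits of the rats within each sex gave between 0 and 14 passing tests, with a median of 9.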

With 248 pathways altered in males and 100 identified in females, only 49 specific pathways were found deregulated in both sexes but only 2 followed the same regulatory sense (Figure 7C). We then used the classification in meta-pathways (Duchon et al., 2021) to better understand the changes associated with the deletion. Looking at the resulting component, some meta-pathway like “Synaptic,” and “Synaptic: other pathways” were found downregulated in males while the resulting component was upregulated in females. 

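The synaptic list held 141 genes tested in both sexes. In males their median log2 fold change was −0.08 and 33.3% of them were higher in Del/+ than in wt rats (camera adjusted p = 3.22e-04). In females the median was 0.09 and 71.6% were higher (camera adjusted p = 1.03e-06). The difference between the sexes, tested as the interaction, had a median of −0.18 (camera adjusted p = 1.38e-08). With fry the adjusted p was 0.393 in males, 0.393 in females and 0.0622 for the interaction.

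Single genes changed little, and 3 genes of the list were DEGs in males and 0 in females. Camk2a (ENSRNOG00000018712, on chromosome 18 of Rno6 with its start at 56193978), named after its values were seen, went from 72023 ± 4798 to 57126 ± 3912 normalized counts (SD, n = 5) in males and from 61419 ± 8990 to 73377 ± 4428 in females. Its log2 fold change was −0.33 in males (standard error 0.06, edgeR adjusted p = 0.0338) and 0.25 in females (standard error 0.09, edgeR adjusted p = 0.767), with an interaction of −0.59 (standard error 0.11, edgeR adjusted p = 0.0403).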

Oppositely, “Behaviour,” “Host & immune response,” and “Morphogenesis and development” were found downregulated in males whereas those were upregulated in females (Figures 7E–F). 

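Of the genes on the host response list, 66.7% were higher in Del/+ than in wt males, with a median log2 fold change of 0.09 over 48 genes (camera adjusted p = 0.114). In females 12.2% of 49 genes were higher and the median was −0.18 (camera adjusted p = 1.22e-04). The interaction, over 51 genes, had a median of 0.25 and a camera adjusted p of 7.61e-04, and with fry this was 0.446. For morphogenesis transcription factors the median was −0.03 in males (95 genes, camera adjusted p = 0.188) and 0.07 in females (94 genes, camera adjusted p = 0.0890), neither of which passed. The meta-pathway on behaviour was not analysed here.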

Other meta-pathways were only found affected in Del/+ males. 

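Genes of mitochondrial oxidative phosphorylation had a median log2 fold change of 0.01 in Del/+ males over 82 genes, of which 54.9% were higher (camera adjusted p = 0.961), and of −0.02 in Del/+ females over 83 genes, of which 43.4% were higher (camera adjusted p = 0.760). With the share of counts on AY172581.24 as a covariate, chosen after seeing the data, the list passed in both sexes, lower in Del/+ males (camera adjusted p = 0.0187) and higher in Del/+ females (camera adjusted p = 0.00821). Its genotype by sex interaction passed with this covariate too (camera adjusted p = 2.20e-04). Genes of hormones and neuropeptides had a median of 0.00 in males, with 50.0% of 38 genes higher (camera adjusted p = 0.768), and of −0.01 in females, with 44.7% higher (camera adjusted p = 0.600).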

“Mitochondria” were only found upregulated in males while “hormone regulation” and “sexual development and embryogenesis” were downregulated only in males with no alteration in female carriers (Figures 7E–F). 

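Counted over the 7 theme lists, 2 passed in males and 3 in females by camera. In males these were the synaptic list and the cilium list, the latter with a median log2 fold change of −0.12 over 76 genes (camera adjusted p = 0.0449). In females they were the synaptic, the host response and the ribosomal protein lists, the last with a median of −0.10 over 71 genes, of which 22.5% were higher (camera adjusted p = 7.52e-04). The cilium list in females and the ribosomal protein list in males fell in the same direction without passing, with camera adjusted p of 0.105 and 0.114. The cilium list in males no longer passed without male wt replicate 1 (camera adjusted p = 0.741) or with DESeq2's size factors (0.0560), and the ribosomal protein list in females no longer passed without female wt replicate 2 (0.233). With the share of counts on AY172581.24 as a covariate, chosen after seeing the data, other lists passed. In males these were the synaptic list, the ribosomal protein list (lower, camera adjusted p = 0.00821) and the mitochondrial list, and in females the synaptic, host response and mitochondrial lists, while the cilium list in males (0.818) and the ribosomal protein list in females (0.781) did not pass.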

Overall, the alteration of pathways appeared to be more pronounced in males than in females.

Looking into the number of DEGs and pathways shared and unique in both SD and LE genetic backgrounds, we identified 182 common genes, most of them following the same regulatory sense and 48 pathways, 28 upregulated and 20 downregulated in both models (Figure 8A). Moreover, even though the number of total pathways altered in LE was higher than in SD (248 and 146 respectively) when looking at the proportion of pathways grouped on each meta-pathway considering the total number of unique pathways altered in both models only an important increase in “Cell structure” meta-pathway in LE compared to SD could be highlighted (Figure 8B). Considering the results obtained, we identified similar changes in the meta-pathways profiles pointing to the existence of a conserved and robust functional alteration profile (Figure 8C), mirrored in most of the meta-pathways in the Dup/+ model. Overall the main meta-pathways for synapse (“synaptic” and “synaptic other pathways”) were commonly altered in the Del/+ models.

**Figure 8:**
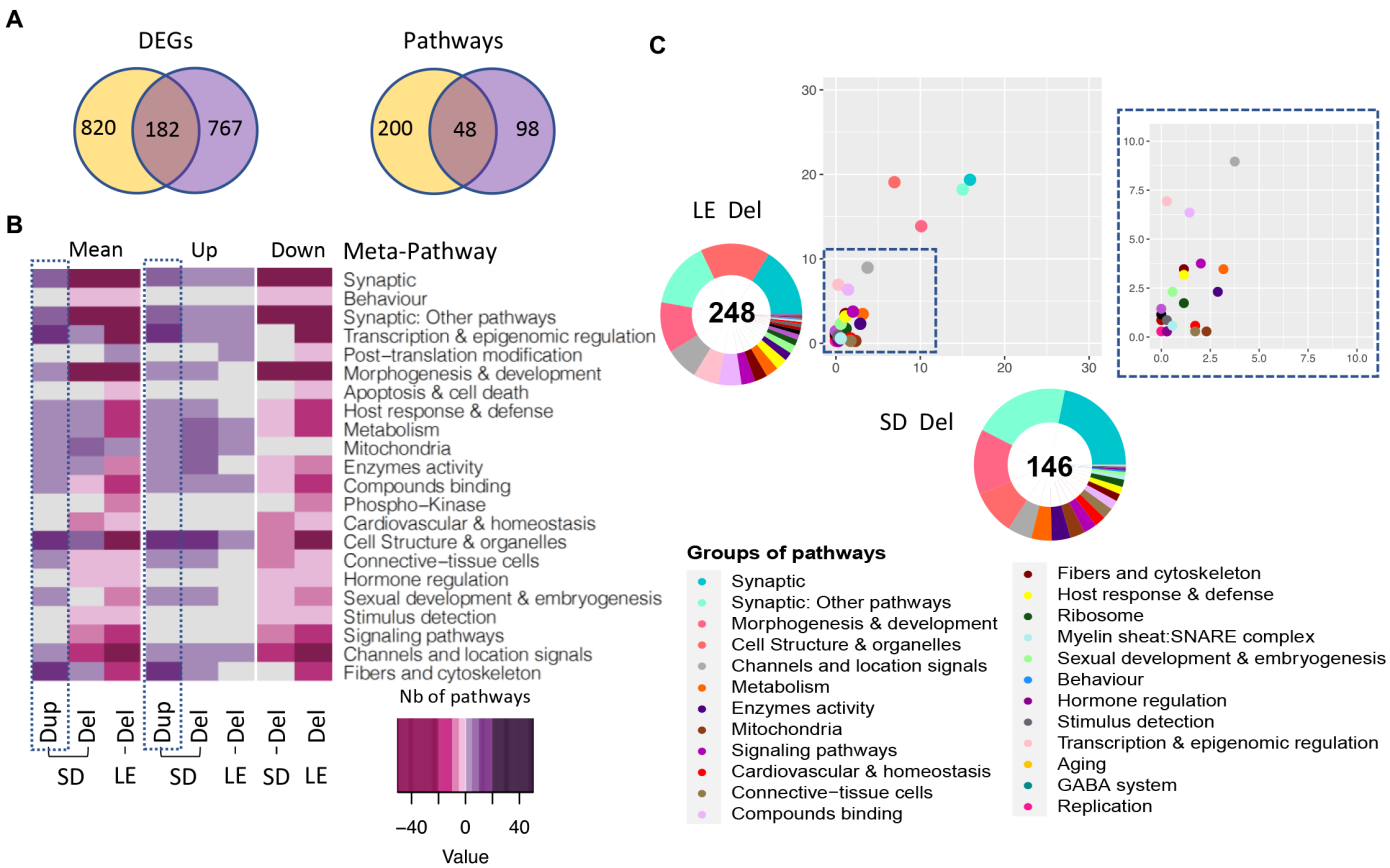
Gene expression analysis of the males LE vs. SD Del (16p11) rat models. **(A)** Venn diagram showing in the left panel, the DEGs in common between the LE and SD male transcriptomics datasets and the background-specific DEGs. The shared DEGs correspond to a 16.2 and 20% of the total DEGs identified, respectively, for the Dup and Del models. **(B)** Heatmap representation of the number and regulation sense of the pathways altered in the male rat from SD Del, SD Dup and LE Del models. **(C)** Ratio plot showing the inter-model comparison of the percentage of pathways included on each meta-pathway, normalized by the total number of unique pathways per meta-pathway. On the x-axis and y-axis represent the rat male SD Del and LE Del data, respectively. Outside a doughnut plot representing in the center the number of total altered pathways found by gage analysis for each dataset and the percentage of pathways altered included on each meta-pathway is represented on the coronal area under each meta-pathway.

The few functional changes between the two genetic backgrounds were in “Apoptosis & cell death” and “post-translational modifications” which were only found affected in the LE background.

## 4. Discussion

In the present study, we described the first behavioral and cognitive phenotypes of 16p11.2 deletion and duplication of new rat models on SD and LE genetic backgrounds. A cognitive deficit was found in the novel object recognition memory test with 3 objects, and a defect in social interaction was observed with increased isolation behavior, a typical autistic trait, in 16p11.2 *Del/+* males. The deletion of the *Sult1a1-Spn* region was also associated with the appearance of increased pinning events, a behavior considered an expression of dominance. In addition, this type of behavior could also be seen among pseudo-disomic *Del/Dup* carriers, suggesting a genetic construct effect not related to the dosage of genes from the region. This phenomenon may result from the new deletion allele that could alter the expression of neighboring genes. Besides, 16p11.2 duplication in males was linked to an increase in aggressiveness. These phenotypes could be associated with autistic traits and psychotic symptoms identified in patients affected by 16p11.2 rearrangements (Niarchou et al., 2019).

Interestingly in both outbred genetic backgrounds, the social and cognitive phenotypes were more noticeable in males than Del/+ females. The characterization of these models on a non-consanguineous genetic background allowed us to observe initially a large phenotypic variability compatible with the large symptomatic variability and the low penetrance of the neuropsychiatric disorders associated with CNVs 16p11.2 in humans. But it is important to emphasize that higher variability in the behavior outcome of phenotypic analysis hinders our research. We have used 8 cohorts of rats to increase the number of animals (about 20–25 animals per experiment) to be able to gather a larger part of the population. For these reasons, we consider it pertinent to analyze the robustness of the phenotypes associated with the 16p11.2 deletion (CNV that has caused a more severe phenotype in the SD model) through the new rat models with outbred genetics.

While in the SD model, the variability of behavior between individuals only allowed us to observe a trend of hyperactivity, in the new LE model we could corroborate a decrease in variability and the significant presence of hyperactivity and repetitive behaviors in males. In addition, we again detected a cognitive disorder in object recognition memory in males of the LE model, confirming the robustness of this phenotype in the 16p11.2 deletion syndrome.

Finally, when analyzing the social behavior of the LE model, we were also able to confirm the association of solitary behavior phenotype with the deletion of the genetic interval in males. Although there were direct contact events between the tested animals, these rats avoided the behavior of staying close to each other while exploring the test. This is a very common practice among rats, unlike mice tend to be more solitary, which makes rats more sociable beings and animal models most useful for the study of social disorders. In addition, curiously, we discovered that these animals spent more time approaching their test partner, which could be interpreted as cautious or scary behavior to approach an unknown animal.

In this area also, we again observed a greater sensitivity of the male sex or a greater resilience of the female sex to the deletion of the 16p11.2 region in this new genetic background. This phenomenon is also observed in humans where more males are affected by ASD than females in the population. Our observation supports the theory of Empathy-Systematization, according to which sexual psychological differences reflect a reinforcement of systematization in the male and a reinforcement of empathy in the female. In the context of TSA, this theory has an extension, called the “extreme male brain” according to which individuals are characterized by deficiencies in empathy with an intact or increased systematization (Baron-Cohen et al., 2005, 2011). Our data are also consistent with the proportion of identifying 16p11.2 rearrangements favorable for boys compared to girls reported in a previous study. This paper indicated a male: female ratio of 1.3:1 for the 16p11.2 deletion in autistic individuals and 1.6: 1 for the 16p11.2 deletion in patients with intellectual disability / developmental delay (Polyak et al., 2015). Further studies are needed for a better understanding of the mechanisms underlying risk and resilience to disease between the sexes.

Besides, we decided to evaluate the effect of 16p11.2 CNVs on the body weight of our rat models. Our study demonstrates that the deletion of the genetic interval causes only a significant reduction in body weight of young mutant males on SD background. However, for the LE model, we decided to measure the body weight of our animals at three different moments of their development. We were able to verify that the 16p11.2 deletion also causes a decrease in the weight of the mutant males at three ages, but the female sex seems to start with a normal body weight and suffer a significant loss throughout its development. These results are in line with the characterization of 16p11.2 mouse models (Arbogast et al., 2016). However, in our rat model, the male rats carrying 16p11.2 duplication do not show a phenotype. On the other hand, considering the results obtained in the phenotypic study of the mouse and rat model, as opposed to the symptoms diagnosed in patients, we could hypothesize that the effect of 16p11.2 BP4-BP5 CNVs on body weight may be a specificity of the human species.

The gene expression analysis of mRNA isolated from adult rat hippocampi in SD 16p11.2 Del/+ and Dup/+ models demonstrated that 23 pathways were commonly shared and mis-regulated in both Del/+ and Dup/+. In the 16p11.2 rat models, the pathway around the primary cilium was also found altered; as described previously in mice (Migliavacca et al., 2015). Other changes found in the Del/+ pathways were mirrored to some extent in the Dup/+ but the severity of the changes varied between the two conditions. In addition, several additional pathways were different confirming diverse effects induced by the Del/+ and the Dup/+, as found in the mouse models (Arbogast et al., 2016). One of the main alterations due to the dosage change of 16p11 was linked to the synapses, with the main central genes not linked to the regions: *Chd1, Gli1, Plg, Epha8, Disc1, Spag6l, Cfap52 or Sema3a*, except *Coro1a;* Six of which, *Chd1, Gli1, Plg, Disc1, Sema3a and Coro1a*, are reported to “abnormality of the nervous systems” in the Human Phenome Ontology. Interestingly, the most connected genes highlighted the MAPK3 and CUL3 subnetworks in the 16p11.2 models. MAPK3 is a gene from the 16p11.2 interval, thus subjected to change in dosage, and involved in the 16p11.2 syndromes (Pucilowska et al., 2015, 2018) whereas CUL3 is a target of KCTD13, another gene of the 16p11.2 region, controlling the RHOA pathway perturbed in 16p11.2 models (Lin et al., 2015; Martin Lorenzo et al., 2021). Both molecular pathways were also pointed in the proteomic studies, linked, respectively, with other proteins like SRC and ACLY.

Using the analysis of both sexes in the LE 16p11.2 Del model, we identified more DEGs in the male mutant hippocampi compared to females; DEGs that were also found in the SD genetic background. Of the 248 pathways altered in the Del/+ males and 100 identified in mutant females, 49 pathways were found deregulated in both sexes. More effects were observed in males than in females in various pathways, including the synapse, the Behavior, and mitochondria. By introducing the known gene/phenotype associations, described in the DisGeNet, GO and Kegg databases, we identified *Prrt2* as a candidate gene involved in “aggressively and stereotyped behaviour” that was found upregulated in the Dup/+ model and downregulated in Del/+. We also found 4 other genes from the 16p11.2 region involved in autistic behavior (defined by increased time in isolation) downregulated in Del and upregulated in Dup/+: *Taok2, Kctd13, Sez6l2, Mapk3*. The last two are also found in the proteomics analysis as differentially quantified peptides (Eps). Similarly, we found several genes linked to increasing time in isolation only upregulated in the Del/+ model as *Glp1r, Sema3a* or *Disc1*. Next, we wondered if we could identify any gene potentially responsible for the hypoactivity phenotype observed in the Dup model and we found 9 genes: Coro1a*, Kctd13, Sez6l2, Spn, Aldoa, Mapk3*, Cdh1, Doc2a and *Prrt2*. Finally, we identified 4 genes, namely *Eps*, *Prrt2, Mapk3*, and *Cdh1*, linked to memory and cognition deficits observed in the Del/+ model carriers and with mirroring regulatory sense in Dup/+ individuals.

Overall, the two new rat models for the 16p11.2 syndromes described here are promising in terms of behavior alteration with more social phenotypes and similar molecular pathways, MAPK2 and KCTD13/CUL3/RHOA affected in the rat brain compared to the mouse. We already described some craniofacial changes in the SD 16p11.2 models close to the human features (Qiu et al., 2019). Nevertheless, further explorations are needed to explore the variety of phenotypes related to humans as it is currently done in the mouse. More in-depth social behavior analysis (Rusu et al., 2022) provides a more detailed description of social impairment and a strong quantitative approach is crucial to pursue if we wish 1 day to test a drug that can mitigate the social impairment observed in the 16p11.2 syndromes.

## Data availability statement

The datasets presented in this study can be found in online repositories. The GEO online repositories (Accession No. GSE225135).

## Ethics statement

The animal study was reviewed and approved by Com’Eth N°17.

## Author contributions

YH: conceptualization. SMa, MM, and WR: data curation. MM, VN, and WR: formal analysis. YH and LN: funding acquisition. SMa, HA, MP, LL, LN, and VN: investigation. J-PC, SMe, IA, M-CB, and YH: methodology. M-CB, IA, and YH: project administration. SMe, LT, GP, IA, and WR: resources. MM and WR: software. IA, J-PC, LN, M-CB, and YH: supervision. SMe, GP, IA, M-CB, LN, WR, and YH: validation. SMa, MM, WR, and YH: visualization. SMa, MM, and YH: writing—original draft preparation. SMa, MM, HA, MP, VN, WR, GP, LL, M-CB, SMe, LT, LN, J-PC, IA, and YH: writing—review and editing. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by a grant from the Simons Foundation (SFARI 548888 to YH) and by the National Centre for Scientific Research (CNRS), the French National Institute of Health and Medical Research (INSERM), the University of Strasbourg (Unistra), French government funds through the “Agence Nationale de la Recherche” in the framework of the Investissements d’Avenir program by IdEx Unistra (ANR-10-IDEX-0002), a SFRI-STRAT’US project (ANR 20-SFRI-0012), “TEFOR” “Investissements d’Avenir” (ANRIIINSB-0014), EUR IMCBio (ANR-17-EURE-0023), and INBS PHENOMIN (ANR-10-IDEX-0002-02) and also provided to the GenomEast platform, a member of the “France Génomique” consortium for the RNASeq processing (ANR-10-INBS-0009), and to the Proteomic platform of IGBMC, that was supported by an ARC foundation grant (Orbitrap) and a Canceropole Grand Est foundation grant. The funders had no role in the study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Changes in social behavior with MAPK2 and KCTD13/CUL3 pathways alterations in two new outbred rat models for the 16p11.2 syndromes with autism spectrum disorders
**Source:** Front Neurosci. 2023 Jul 3;17:1148683. doi: 10.3389/fnins.2023.1148683
**Supplement:** Supplementary file 3

Supplementary Material

Changes in social behaviour with MAPK2 and KCTD13/CUL3 pathways alterations in two new outbred rat models for the 16p11.2 syndromes with autism spectrum disorders.

**Sandra MARTIN LORENZO^1^, Maria del Mar MUNIZ MORENO^1^, Helin ATAS^1^, Marion PELLEN^1^, Valérie NALESSO^1^, Wolfgang RAFFELSBERGER^1^, Geraldine PREVOST^2^, Loic LINDNER^2^, Marie-Christine BIRLING^2^, Séverine MENORET^3,4^, Lauren TESSON^4^ Luc NEGRONI^1^, Jean-Paul CONCORDET^5^, Ignacio ANEGON^4^ et Yann HERAULT^1,2,*^**

# Supplementary Data

## Rat line engineering and genotyping

First, sgRNA was designed, produced and tested *in vitro* in rat C6 cells by T7 endonuclease I mismatch detection by the TACGENE platform (Paris, France). The sgRNA Hamont3 9revS (cr595) targeting the following sequence: gcaatctcacgtgtctgatgg and the sgRNA sgrHavalB161forw (cr 598) targeting the following sequence: gtgacatcgtgaccctgctgg were *in vitro* transcribed with the T7 high yield kit (Biolabs, New England) in the TRIP platform and were purified using EZNA microelute. These two sgRNA (2µg/µl) and Cas9 protein (3µM) were incubated at room temperature for 10 min to allow the formation of RNP complexes and then were kept at 4°C until microinjection. Process and microinjection were performed as previously described (Menoret *et al.* 2015). Briefly, zygotes were collected from pre-pubescent (4–5-week-old) donor female rats (SD/Crl, Charles River, L’Arbresle, France), superovulated by injection of pregnant mare serum gonadotropin (30 IU, i.p.; Merck GmbH, Darmstadt, Germany) and, 48h later of human chorionic gonadotropin (20IU; Merck) and then mated with fertile males. One-cell-stage fertilized embryos were collected in the TRIP platform and sequentially microinjected into the male pronucleus and into the cytoplasm. Microinjected zygotes were maintained under 5% CO_2_ at 37°C for 2h. Surviving embryos were implanted on the same day in the oviduct of pseudo-pregnant females (0.5 dpc) and allowed to develop to full term.

For the Sprague-Dawley (SD) models, all the animal care and procedures performed in this study were approved by the Animal Experimentation Ethics Committee of the Pays de la Loire region, France, by the guidelines from the French National Research Council for the Care and Use of Laboratory Animals (Permit Number: CEEA-PdL-2015-692).

These SD models were bred on the outbred line to help us to understand the variability (penetrance and expressivity) of the phenotypes associated with these syndromes within patients. No impact on viability was observed because of 16p11.2 deletion and duplication in the heterozygous cross of the SD rat models. The transmission of the deletion allele or the duplication were following the Mendelian ratio.

Deletion of the *Sult1a1-Spn* region referred to as *Del/+*, was confirmed by PCR (Figure 1B) using Primer Del rHamont99For: (5’-GGGCTGGCAGACTTGAA-3’) and Primer Del rHavalB284 Rev: (5’-GTGCCACGATCAGCAGT-3’). Duplication of the same genetic interval, referred to as *Dup/+,* was identified using Primer Dup rHamont99Rev: (5’-CGCTTTGATGCCCACTAT-3’) and Primer Dup rHavalB84For: (5’-AGCTGTGATCCTCTGGTT-3’). The wild-type allele was identified using Primer rAnks3-205For: (5’-CCCCAGCCTCCC ACTTGTC-3’) and Primer rAnks3-205Rev: (5’-AGGATGACTGAAATTGGTGGAC-3’). The PCR reactions gave deletion, duplication and wt products of 290 bp, 500 bp and 205 bp, respectively. All rats were genotyped by PCR using the following program: 95 °C / 5 min; 35 × (72 °C / 30 s, 95 °C / 10 s, 60 °C / 10 s), 72 °C / 3 min.

For the Long Evans models, sgRNAs were designed, produced and tested in vitro using a Sureguide kit (Agilent Technologies 5190-7716) by the Genetic Engineering platform (PHENOMIN-ICS, Illkirch, France). The 5’ sgRNAs gR90 (MIT specificity score) targeting the following sequence TGAGATTGATGGCCGCAAGA and the sgRNA gR85 (CAATCTCACGTGTCTGATGG) and 3’ sgRNAs gR80 (CATTCATTGCTCAGAGCGGC) and gR76 (CAGCCGCTCTGAGCAATGAA) were in vitro transcribed as previously described (Birling *et al*., 2017). These 4 sgRNAs (12 ng/µl each) and Cas9 mRNA (25 ng/µl) were microinjected as previously described (Birling *et al*., 2017). Briefly, zygotes were collected from pre-pubescent (4–5-week-old) donor female rats (Long Evans, Charles River Laboratories, L’Arbresle, France), superovulated by injection of pregnant mare serum gonadotropin (20 IU, i.p.; Synchro-Part Pmsg 500, CEVA) and, 48h later of human chorionic gonadotropin (30IU; CHORULON® 1500, MSD) and then mated with fertile males. One-cell-stage fertilized embryos were collected in the ICS microinjection service and sequentially microinjected into the male pronucleus and the cytoplasm. Microinjected zygotes were maintained under 5% CO2 at 37°C for 2h. Surviving embryos were implanted on the same day in the oviduct of pseudo-pregnant females (0.5 dpc) and allowed to develop to full term.

The second model was bred on the Long Evans outbred genetic background with no impact on the transmission or viability of carriers. Deletion of the *Sult1a1-Spn* region referred as *Del/+,* was confirmed by PCR using Primer Del rHamont99For: (5’-GGGCTGGCAGACTTGAA-3’) and Primer Del rHavalB284 Rev: (5’-GTGCCACGATCAGCAGT-3’).

The PCR reactions gave a deletion product of 360 bp. All rats were genotyped by PCR using the following program: 95 °C / 5 min; 35 × (72 °C / 30 s, 95 °C / 10 s, 60 °C / 10 s), 72 °C / 3 min.

Additionally, ddPCR with a probe located in the *Kcdt13* gene (*Kcdt13* is located approximately in the middle of the region of interest) was performed (as in Birling *et al*. 2017) to evaluation the wild type copy number in each animal and so confirm the deletion. One copy of wt was detected in the case of a Del/+ genotype.

## Linking Genes to phenotypes

First, we downloaded the list of experimentally validated genes known to be involved in hyperactivity or locomotion behaviour from the human disease database DIsGeNET (dataset: Hyperactive behavior, C0424295 with 1263 genes), in sociability (datasets: Antisocial behaviour, C0233523; Antisocial Personality Disorder, C0003431; Social Phobia, C0031572; Autistic Disorder, C0004352; Aggressive behavior, C0001807), memory and cognition (datasets: Memory impairment, C0233794; Memory dysfunction, C3887551; Memory Disorder, Spatial, C0751294; Memory, Short-Term, C0025265; Age-Related Memory Disorders, C0751292; Memory performance, C1285654; Impaired cognition, C0338656 ) and stereotypies (datasets: Repetitive compulsive behavior, C1969697; Repetitive stereotyped movement, C0038271) and annotated the genes with a high confidence ortholog in rats.

We added all the genes involved in GO genesets linked to Memory and cognition: (5 GO terms: GO:0007611, GO:0007613, GO:0007614 ,GO:0007616, GO:0050890), Sociability (5 GO terms: GO:0035176, GO:1990911, GO:0002118, GO:0002121, GO:0002125), Locomotion (18 GO terms: GO:0007626, GO:0008344, GO:0031987, GO:0033058, GO:0035641, GO:0040011, GO:0040012, GO:0040013, GO:0040017, GO:0043056, GO:0045475, GO:0090325, GO:0090326, GO:0090327, GO:1904059, GO:1904060, GO:0036343, GO:0061744).

## LC-MS/MS Analysis

Protein samples were analyzed using an Ultimate 3000 nano-RSLC (Thermo Scientific, San Jose California) coupled in line with a LTQ-Orbitrap ELITE mass spectrometer via a nano-electrospray ionization source (Thermo Scientific, San Jose California).

Peptide mixtures were loaded on a C18 Acclaim PepMap100 trap-column (75 µm ID x 2 cm, 3 µm, 100Å, Thermo Fisher Scientific) for 3.5 minutes at 5 µL/min with 2% ACN, 0.1% FA in H2O and then separated on a C18 Accucore nano-column (75 µm ID x 50 cm, 2.6 µm, 150Å, Thermo Fisher Scientific) with a 90 minutes linear gradient from 5% to 35% buffer B (A: 0.1% FA in H2O / B: 99% ACN, 0.1% FA in H2O), then a 20 minutes linear gradient from 35% to 80% buffer B, followed with 5 min at 99% B and 5 minutes of regeneration at 5% B. The total duration was 120 minutes at a 200 nL/min flow rate. The oven temperature was kept constant at 38°C.

The mass spectrometer was operated in positive ionization mode, in data-dependent mode with survey scans from m/z 350-1500 acquired in the Orbitrap at a resolution of 120,000 at m/z 400. The 20 most intense peaks (TOP20) from survey scans were selected for further fragmentation in the Linear Ion Trap with an isolation window of 2.0 Da and were fragmented by CID with a normalized collision energy of 35%. Unassigned and single-charged states were rejected.

The Ion Target Value for the survey scans (in the Orbitrap) and the MS2 mode (in the Linear Ion Trap) was set to 1E6 and 5E3 respectively and the maximum injection time was set to 100 ms for both scan modes. Dynamic exclusion was used. Exclusion duration was set to 20 s, repeat count was set to 1 and exclusion mass width was ± 10 ppm.

### Data Analysis

Proteins were identified by database searching using SequestHT (Thermo Fisher Scientific) with Proteome Discoverer^TM^ 2.4 software (PD2.4 OPTON-30812, Thermo Fisher Scientific) (<https://www.thermofisher.com/order/catalog/product/OPTON-30812>) and Uniprot Rattus Norvegicus database (release 2020_02_07, 29951 entries). Precursor and fragment mass tolerances were set at 7 ppm and 0.6 Da respectively, and up to 2 missed cleavages were allowed. Oxidation (M) was set as variable modification, and Carbamidomethylation (C) as fixed modification. Peptides were filtered with a false discovery rate (FDR) at 1%, rank 1 and proteins were identified with 1 unique peptide. For the Label-Free Quantification, the protein abundancies were calculated from the average of the peptide abundancies using the TOP N (where N = 3, the 3 most intense peptides for each protein), and only the unique peptide were used for the quantification. 3210 proteins were identified along 36 MS runs (triplicate injections for 12 initial samples).

Supplemental annotation was extracted from UCSC (RGSC 6.0/rn6, Jul. 2014) and matched to the annotation from protein identification (based on UniProt mapping using Ensrnot identifiers). According to UCSC, the target region on chr 1 region 16p11.2 (position 198110001 -198570000) contains 32 genes, 14 of which are marked as “reviewed”.

Statistical analyses

All bioinformatical and statistical analyses were performed in R (R-4.0.0, https://www.r-project.org) using the packages wrMisc, wrProteo and wrGraph (available on CRAN, https://cran.r-project.org) as well as limma (Ritchie *et al.* 2015) (available on http://bioconductor.org/). Briefly, data were median-normalized and PCA examined the global similarity of samples and their technical replicates. The annotation from UniProt was completed with genomic coordinates obtained from UCSC (https://genome.ucsc.edu/cgi-bin/hgTables).

The distribution of successful protein quantifications was used to investigate replicate values including missing quantifications (NA from not available) and to justify subsequent imputation of NAs. Then, data were filtered to keep the rate of imputed values low (maximum 1 imputation out of 3 values for at least one pairwise group). The contingency tables were constructed by counting all genes outside and inside the chromosome 1 target region over all samples. Contingency tables were tested using the Fisher exact test.

Finally, all proteins were tested for direct linearity of the expected gene-dose effect. Linear regression models were constructed for each protein passing the filtering described above. The expected dose effect was set as 1.0 for *Del/+*, 2.0 for wt and *Del/Dup*, and 3.0 for *Dup/+* samples. The resulting slope was tested by ANOVA for the difference to 0 and confidence intervals and initial p-values corrected to Benjamini-Hochberg FDR or by the stringent Bonferroni method.

To complement the study, gene enrichment of 186 proteins with linear effects with FDR < 0.05 were tested for functional enrichment using David (https://david.ncifcrf.gov/) (Huang *et al.* 2009) and used to construct a protein-protein-interaction network (PPI) using String (https://string-db.org)(Szklarczyk *et al.* 2017) and the resulting maps displayed using Cytoscape (https://cytoscape.org/)(Shannon *et al.* 2003).

# Supplementary Figures and Tables

## Supplementary Tables

| **Transcript reference** | **Exon targeted** | **Forward Primer** | **Reverse Primer** | **Probe** |
| --- | --- | --- | --- | --- |
| Kctd13-201 | **Exon 2**  **Exon 3** | GCCTGATTGAAGACTGTCAGC | CTGTCGGGATGAGGCATAGT | **Universal Probe Library System*** UPL 7 |
| Mapk3-202 | **Exon 7**  **Exon 8** | CAAACAAGCGCATCACAGTAG | ATCCAGCTCCATGTCAAAGG | **ZEN™ Double-Quenched probe** HEX fluorochrome**  **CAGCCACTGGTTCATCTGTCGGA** |
| Sez6l2-201 | **Exon 16**  **Exon 17** | GTCCTTGGCACTGGTGTTTA | GAAGTCTGACTCCACGGTAATG | **ZEN™ Double-Quenched probe** HEX fluorochrome**  **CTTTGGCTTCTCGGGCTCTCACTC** |

**Table S1: Primers for analysis of gene expression by digital droplet PCR**

| Cross | Genotype | male | female | total |
| --- | --- | --- | --- | --- |
| SD Del/+ x Dup/+ | wt | 79 | 91 | 170 |
|  | Del/Dup | 64 | 68 | 132 |
|  | Del/+ | 69 | 69 | 138 |
|  | Dup/+ | 73 | 70 | 143 |
| LE Del/+ x wt | wt | 75 | 72 | 147 |
|  | Del/+ | 56** | 44** | 100** |

**Table S2. Transmission rates were observed at weaning of the *Sult1a1-Spn* deletion (Del/+) or duplication (Dup/+) alleles from the SD Del/+ x Dup/+ and LE Del/+ x wt crosses**. (** chi-squared test comparing Del/+ with wt *p* <0.01).

| Sex | Behavioural variable | wt | Del/Dup | Del/+ | Dup/+ |
| --- | --- | --- | --- | --- | --- |
| Open field | | | | | |
| Male | Horizontal activity (m) | 127 ± 5 | 132 ± 4 | 149 ± 7 | 119 ± 6 |
|  | Vertical activity (count) | 139 ± 8 | 157 ± 9 | 167 ± 12 | 130 ± 7 |
| Female | Horizontal activity (m) | 174 ± 8 | 182 ± 9 | 166 ± 4 | 141 ± 6 |
|  | Vertical activity (count) | 184 ± 8 | 217 ± 11 | 177 ± 13 | 156 ± 11 |
| New Object Location (5min delay) | | | | | |
| both sexes | S1 object exploration (s) | 38 ± 3 | 40 ± 3 | 48 ± 2 | 38 ± 3 |
|  | S2 non-displaced object exploration (s) | 4 ± 1 | 4 ± 1 | 5 ± 1 | 6 ± 1 |
|  | S2 displaced object (s) | 15 ± 1 | 8 ± 1*** | 13 ± 1 | 11 ± 1* |
|  | Recognition Index (%) | 82 ± 4^§§§^ | 66 ± 5^§§^ | 73 ± 5^§§§^ | 70 ± 5^§§§^ |
| Novel Object Recognition with 3 objects and 3h of retention | | | | | |
|  | S1 object A exploration (s) | 39 ± 3 | 33 ± 2 | 45 ± 3 | 38 ± 2 |
| both sexes | S2 object A exploration (s) | 12 ± 2 | 8 ± 1 | 10 ± 1 | 11 ± 1 |
|  | S2 object B exploration (s) | 18 ± 3 | 13 ± 1 | 21 ± 4 | 19 ± 2 |
|  | Recognition Index (%) | 64 ± 4^§§§^ | 63 ± 3^§§§^ | 62 ± 4^§§^ | 63 ± 4^§§^ |
| Male | S1 object exploration (s) | 50 ± 3 | 41 ± 4 | 44 ± 3 | 40 ± 3 |
|  | S2 familiar 1 object exploration (s) | 8 ± 1 | 7 ± 1 | 13 ± 2* | 7 ± 1 |
|  | S2 familiar 2 object exploration (s) | 7 ± 1 | 6 ± 1 | 16 ± 4** | 7 ± 1 |
|  | S2 new object exploration (s) | 15 ± 2 | 12 ± 2 | 14 ± 2 | 13 ± 2 |
|  | Recognition Index (%) | 49 ± 3^§§§^ | 45 ± 4^§§^ | 34 ± 4 | 46 ± 4^§§^ |
| Female | S1 object exploration (s) | 50 ± 4 | 43 ± 5 | 53 ± 3 | 42 ± 4 |
|  | S2 familiar 1 object exploration (s) | 10 ± 1 | 10 ± 1 | 12 ± 1 | 10 ± 1 |
|  | S2 familiar 2 object exploration (s) | 9 ± 1 | 10 ± 1 | 9 ± 1 | 10 ± 1 |
|  | S2 new object exploration (s) | 18 ± 3 | 16 ± 2 | 17 ± 2 | 14 ± 2 |
|  | Recognition Index (%) | 47 ± 4^§§^ | 44 ± 4^§§^ | 45 ± 3^§§§^ | 42 ± 4^§^ |
| Social Interaction | | | | | |
| Male | Solitary | 118 ± 14 | 93 ± 11 | 190 ± 22*** | 87 ± 11 |
|  | Contact | 37 ± 4 | 41 ± 4 | 38 ± 7 | 60 ± 10 |
|  | Head to head | 6 ± 1 | 8 ± 1 | 8 ± 2 | 7 ± 1 |
|  | Head to back | 15 ± 3 | 13 ± 2 | 25 ± 5 | 13 ± 3 |
|  | Approaching | 16 ± 2 | 16 ± 1 | 17 ± 2 | 17 ± 2 |
|  | Moving away | 17 ± 2 | 17 ± 1 | 19 ± 2 | 16 ± 1 |
|  | Following | 12 ± 3 | 15 ± 3 | 11 ± 1 | 17 ± 4 |
|  | Pinning | 0 | 2 ± 1* | 3 ± 1* | 1 |
|  | Agnostic | 0 | 1 | 0 | 6 ± 2** |
| Female | Solitary | 145 ± 11 | 118 ± 8 | 154 ± 12 | 144 ± 15 |
|  | Contact | 38 ± 5 | 41 ± 6 | 32 ± 4 | 38 ± 5 |
|  | Head to head | 7 ± 1 | 7 ± 1 | 7 ± 1 | 6 ± 1 |
|  | Head to back | 35 ± 7 | 33 ± 4 | 35 ± 5 | 44 ± 8 |
|  | Approaching | 21 ± 1 | 20 ± 1 | 20 ± 1 | 21 ± 1 |
|  | Moving away | 25 ± 2 | 22 ± 1 | 24 ± 2 | 21 ± 1 |
|  | Following | 12 ± 2 | 12 ± 2 | 17 ± 3 | 11 ± 3 |
|  | Pinning | 0 | 0 | 0 | 1 |
|  | Agnostic | 0 | 0 | 0 | 2 ± 1 |

**Table S3: Behavioral variables captured for the rat SD 16p11.2 Del and Dup models in both sexes.** Data are mean ± SEM. Mann-Witney *U* test, * *p* < 0.05, ** *p* < 0.01, ****p* < 0,001. One Sample T. Test, ^§^*p* < 0,05, ^§§^*p* < 0,01, ^§§§^*p* < 0,001.

| Sex | Parameter | wt | Del/+ |
| --- | --- | --- | --- |
|  | Open field |  |  |
| Male | Horizontal activity (m) | 124 ± 6 | 152 ± 9** |
|  | Vertical activity (count) | 151 ± 8 | 181 ± 12* |
| Female | Horizontal activity (m) | 154 ± 4 | 180 ± 9* |
|  | Vertical activity (count) | 188 ± 9 | 211 ± 15 |
|  | New object location with 5 min of retention |  |  |
| Male | S1 object exploration (s) | 51 ± 3 | 51 ± 2 |
|  | S2 non-displaced object exploration (s) | 19 ± 1 | 19 ± 2 |
|  | S2 displaced object (s) | 28 ± 2 | 30 ± 2 |
|  | Recognition Index (%) | 59 ± 2^§§§^ | 61 ± 3^§§^ |
| Female | S1 object exploration (s) | 51 ± 3 | 53 ± 3 |
|  | S2 non-displaced object exploration (s) | 18 ± 2 | 18 ± 2 |
|  | S2 displaced object (s) | 27 ± 2 | 28 ± 2 |
|  | Recognition Index (%) | 62 ± 3^§§§^ | 62 ± 3^§§§^ |
|  | New object recognition with 3 objects and 3 hours of retention |  |  |
| Male | S1 object exploration (s) | 55 ± 3 | 60 ± 3 |
|  | S2 familiar 1 object exploration (s) | 11 ± 1 | 13 ± 1 |
|  | S2 familiar 2 object exploration (s) | 10 ± 1 | 12 ± 1 |
|  | S2 new object exploration (s) | 17 ± 2 | 16 ± 1 |
|  | Recognition Index (%) | 44 ± 3^§§§^ | 39 ± 3 |
| Female | S1 object exploration (s) | 62 ± 2 | 58 ± 2 |
|  | S2 familiar 1 object exploration (s) | 14 ± 1 | 12 ± 2 |
|  | S2 familiar 2 object exploration (s) | 12 ± 1 | 15 ± 2 |
|  | S2 new object exploration (s) | 20 ± 1 | 18 ± 1 |
|  | Recognition Index (%) | 44 ± 3^§§§^ | 41 ± 2^§§^ |
|  | Social interaction |  |  |
| Male | Solitary | 106 ± 14 | 140 ± 6* |
|  | Contact | 64 ± 5 | 82 ± 7 |
|  | Head to head | 5 ± 1 | 4 ± 1 |
|  | Head to back | 10 ± 1 | 9 ± 2 |
|  | Approaching | 12 ± 1 | 15 ± 1* |
|  | Moving away | 15 ± 1 | 17 ± 1 |
|  | Following | 10 ± 1 | 13 ± 2 |
|  | Pinning | 0 | 0 |
|  | Agnostic | 0 | 0 |
| Female | Solitary | 117 ± 10 | 147 ± 15 |
|  | Contact | 52 ± 4 | 54 ± 4 |
|  | Head to head | 4 | 4 |
|  | Head to back | 29 ± 5 | 19 ± 4 |
|  | Approaching | 10 ± 1 | 11 ± 1 |
|  | Moving away | 12 ± | 13 ± 1 |
|  | Following | 14 ± 2 | 11 ± 2 |
|  | Pinning | 0 | 0 |
|  | Agnostic | 0 | 0 |

**Table S4: Behavioral variables captured for the rat LE 16p11.2 Del model in both sexes.** Data are mean ± SEM. Mann-Witney *U* test, * *p* < 0.05, ** *p* < 0.01, ****p* < 0,001. One Sample T. Test, ^§^*p* < 0,05, ^§§^*p* < 0,01, ^§§§^*p* < 0,001.

**Table S5: Correlation of the DEGs hippocampal expression level with the Copy number of the homologous region to human 16p11.2 in rat SD and LE models.** (Separated Excel document)

**Table S6 DEGs and pathways dysregulated in 16p11.2 hippocampi rat models.** (Separated Excel document)

## Supplementary Figures

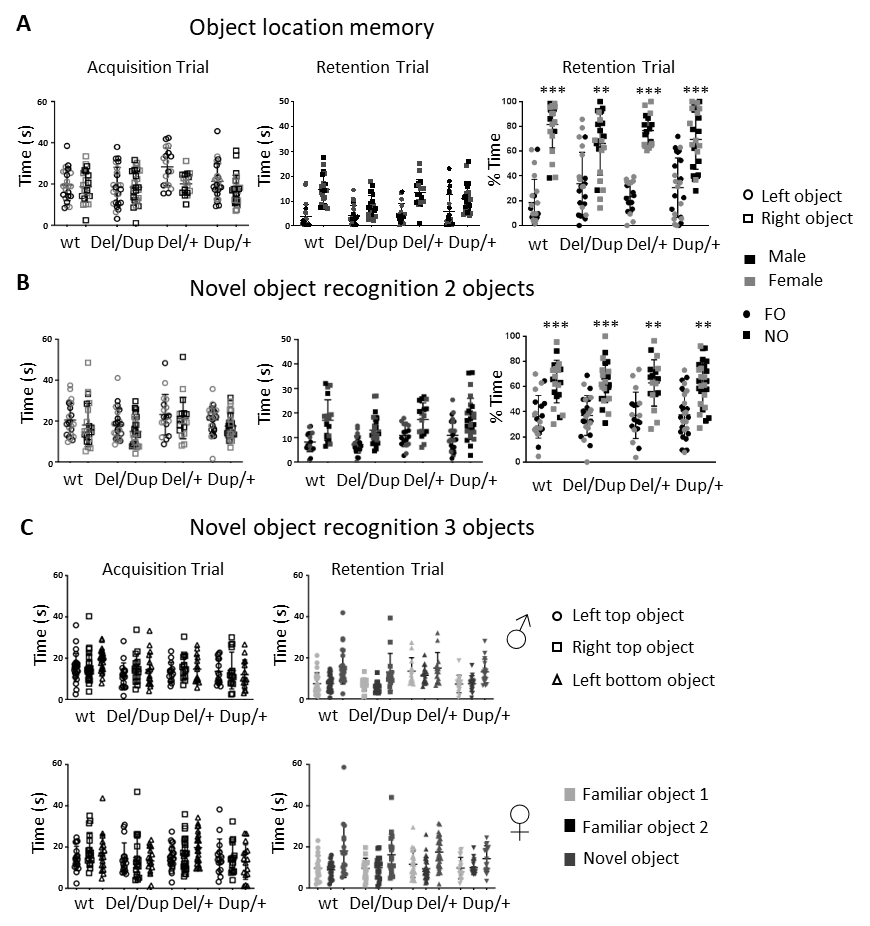

**Supplementary Figure 1: Novel object location (A), and object recognition with 2 (B) or 3 objects (C) in the 16p11.2 SD models.** (A, B) Novel object location and novel object recognition memory task with 2 objects of the 16p11.2 rat models. The left graph shows the absolute exploration time in seconds of the left object and the right object during the acquisition trial (3 minutes) from all genotypes. The central graph shows the absolute exploration time in seconds of the familiar position object in OLM or familiar object in NOR observed previously (FO) and the new position object in NOL or novel object in NOR (NO) during the retention trial (3 minutes) from wt and mutant rats. The right graph shows the percentage exploration time of each object during the retention trial. In the OLM test, male (black) and female (grey) rats from different genotypes (wt (n=21), *Del/Dup* (n=25), *Del/+* (n=18) and *Dup/+* (n=25) showed increased time in exploring the NO compared to the time spent exploring the FO. In the NOR test, our rat models from all genotypes (wt (n=22), *Del/Dup* (n=25), *Del/+* (n=18) and *Dup/+* (n=27) show an exploration preference for the new object. (C) Novel object recognition memory task with 3 objects of the 16p11.2 rat models for both sex. The left graph show the absolute exploration time in seconds of the left top object, the right top object and the left bottom object during the acquisition trial (3 minutes) from all genotypes. The right graph shows the absolute exploration time in seconds of the 2 familiar objects observed previously and the novel object during the retention trial (3 minutes) from our rat models. Student t-test with ** *p* < 0.01 and *** *p* < 0.001

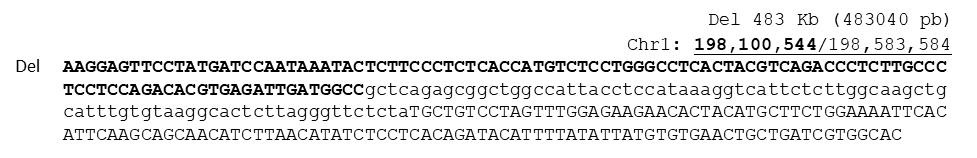

**Supplementary Figure 2: Sequence of the junction of the deletion in the 16p11.2 LE deletion models**. The positions are indicated concerning the RGSC 6.0/rn6 rat genome sequence.

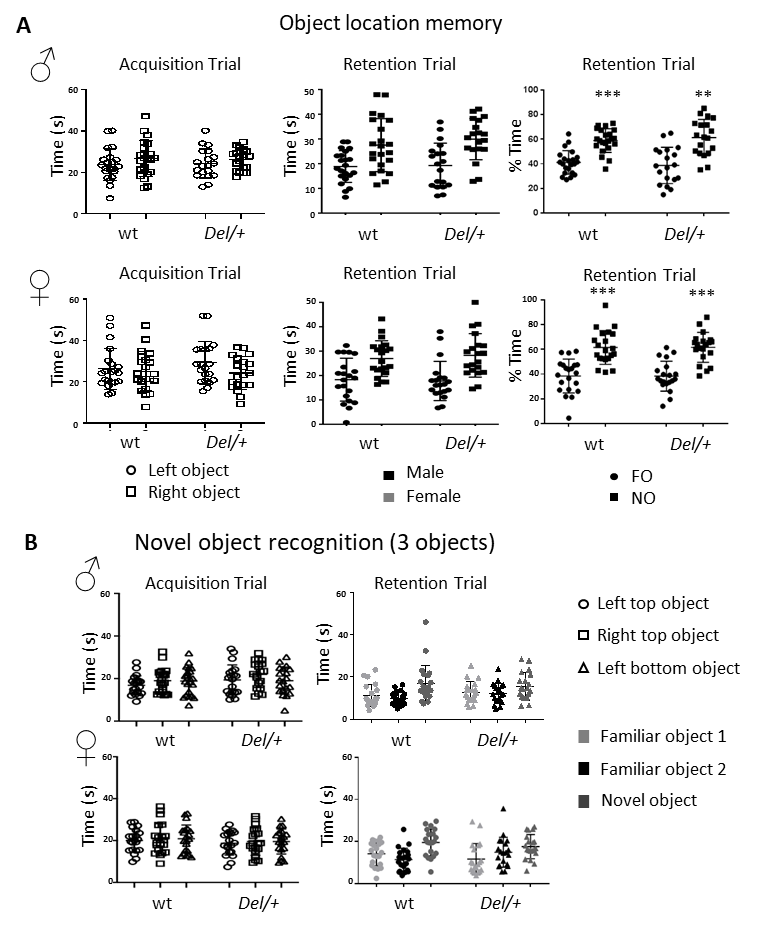

**Supplementary Figure 3: Time spent during the novel object location (A) and object recognition with 3 objects, (B) assessment in the 16p11.2 LE models.** (A) Novel object location recognition memory task with 2 objects of the LE *Del/+* 16p11.2 rat model. The left graph shows the absolute exploration time in seconds of the left object and the right object during the acquisition trial (3 minutes). The central graph shows the absolute exploration time in seconds of the familiar position object (FO) and the new position object (NO) during the retention trial (3 minutes) from wt and mutant rats. The right graph shows the percentage exploration time of each object during the retention trial. Male (wt (n= 22) and *Del/+* (n= 19)) and female (wt (n= 21) and *Del/+* (n= 20)) rats from LE 16p11.2 rat model did not have their object location memory affected. The mutants of both sexes show a preference for the object whose location is new and therefore the recognition index of the new location is statistically higher than 33.3% (One sample t-test for males: wt (t_(21)_ = 4.35; *p* = 0.0003) and *Del/+* (t_(18)_ = 3.35; *p* = 0.0036; One sample t-test for females: wt (t_(20)_ = 3.88; *p* = 0.0009) and *Del/+* (t_(19)_ = 4.29; *p* = 0.0004). (B) Novel object recognition memory task with 3 objects of the LE *Del/+* 16p11.2 rat model for both sex. The left graph show the absolute exploration time in seconds of the left top object, the right top object and the left bottom object during the acquisition trial (3 minutes) from all genotypes. The right graph shows the absolute exploration time in seconds of the 2 familiar objects observed previously and the novel object during the retention trial (3 minutes) from our rat models. Student t-test with ** *p* < 0.01 and *** *p* < 0.001

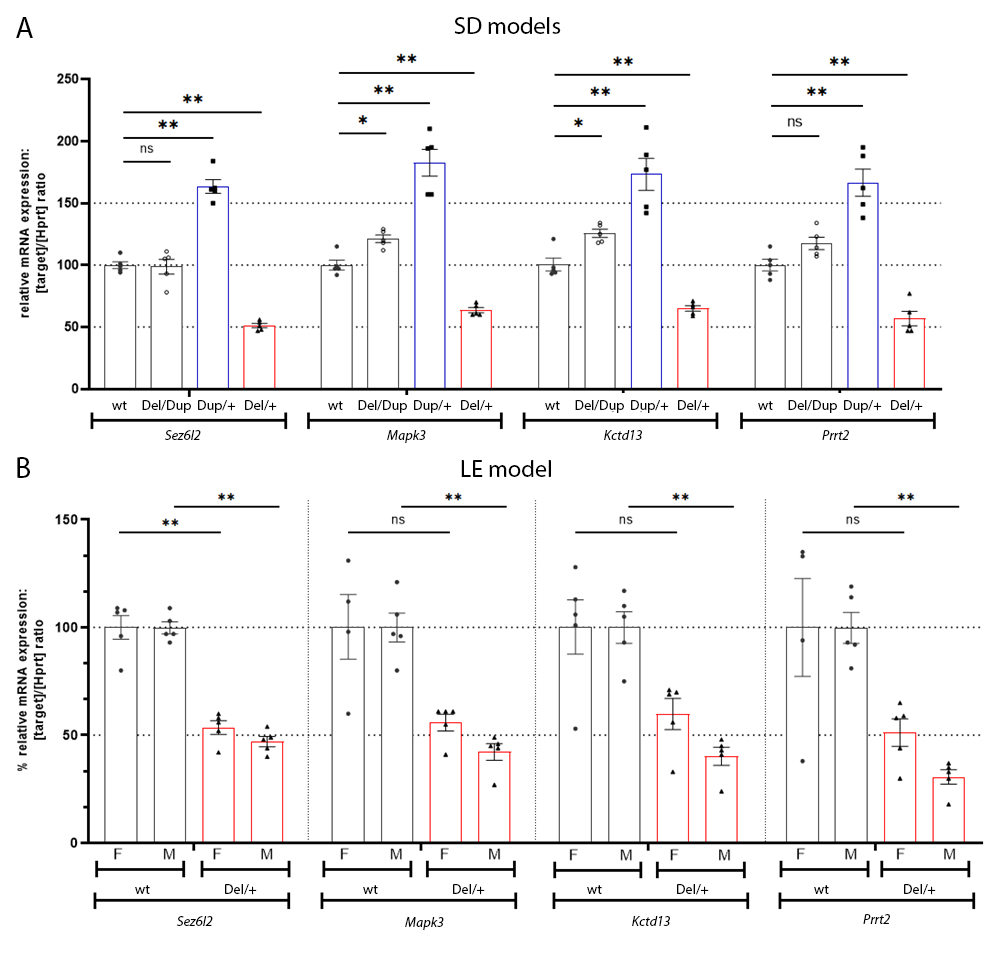

**Supplementary Figure 4: Relative mRNA expression level of genes from the 16p11.2 regions compared to the *Hprt* control gene measured by digital droplet PCR. The** analysis was done on 5 samples derived from the hippocampi of individuals isolated from the different SD (A) and LE (B) models.

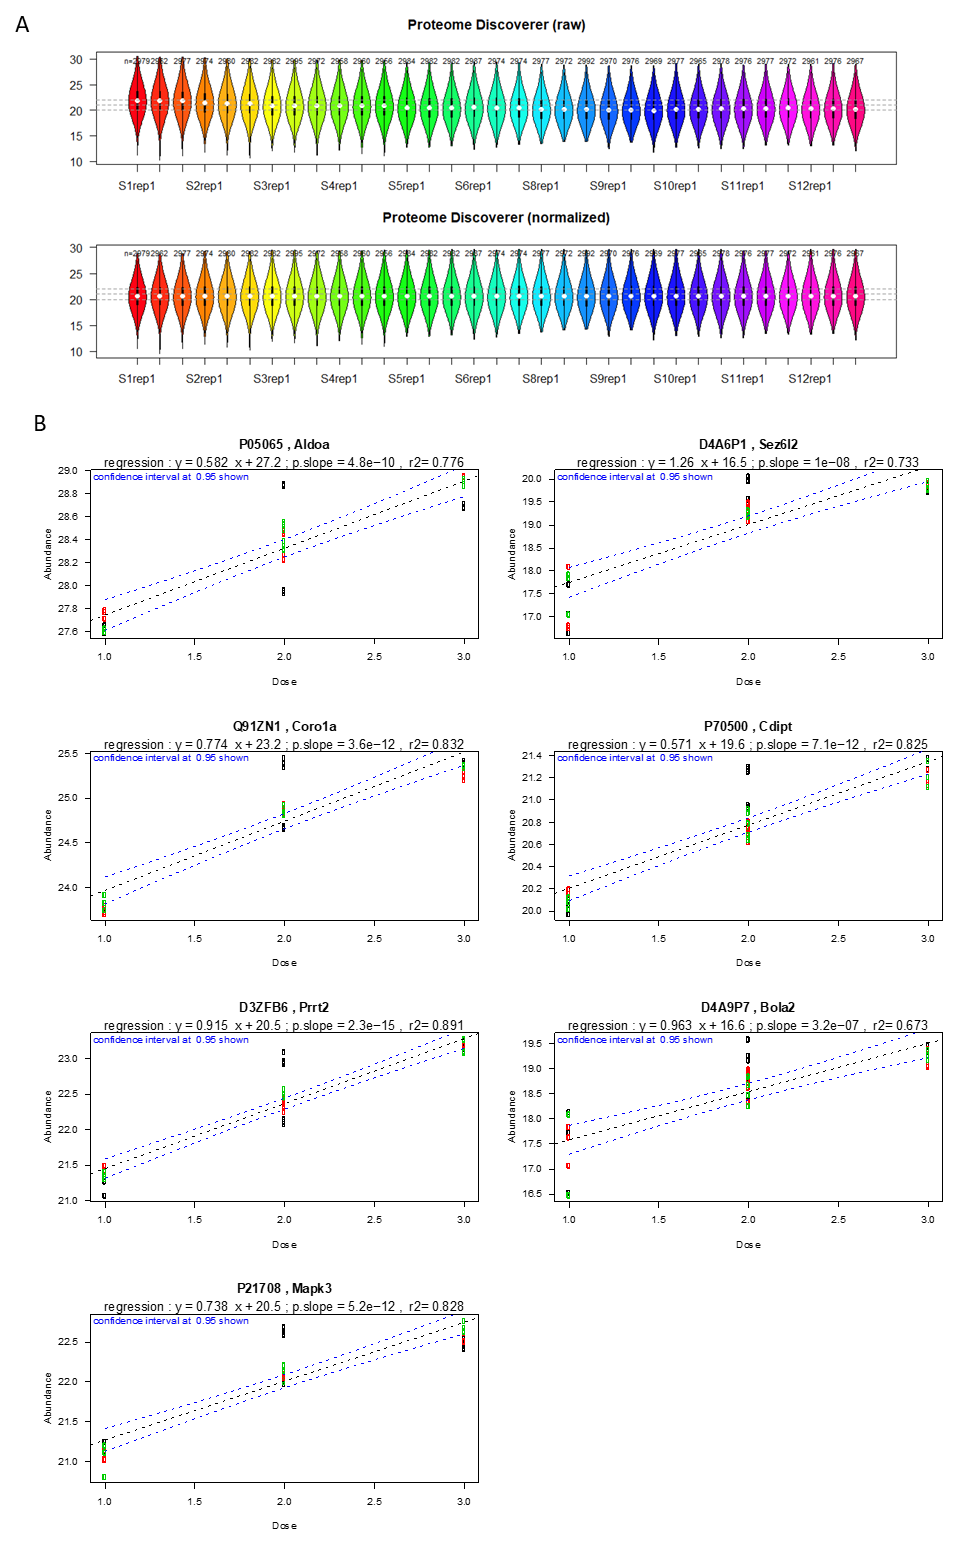

**Supplementary Figure 5: Linear correlation with a genetic dosage of the abundance of 7 proteins from the 16p11 rat syntenic region detected in the proteomic analysis done from the Del/+, Dup/+, wt and Del/Dup genotypes in the 16p11.2 SD models**. The plot was drawn considering the on the y-axis the protein abundance and on the X-axis the samples were represented considering their 16p11 gene dosage as follows: At dose =1 Del/+ samples were represented, dose=2 the Wt and Del/Dup(16p11) samples and at dose=3 the Dup/+ samples. The regression coefficients are shown in the upper part of each plot. Inside each plot, the dotted lines denoting the confidence interval are drawn in blue. This view shows again that the data follow a linear distribution, however some deviations to linearity are present together with a certain amount of spread/noise.

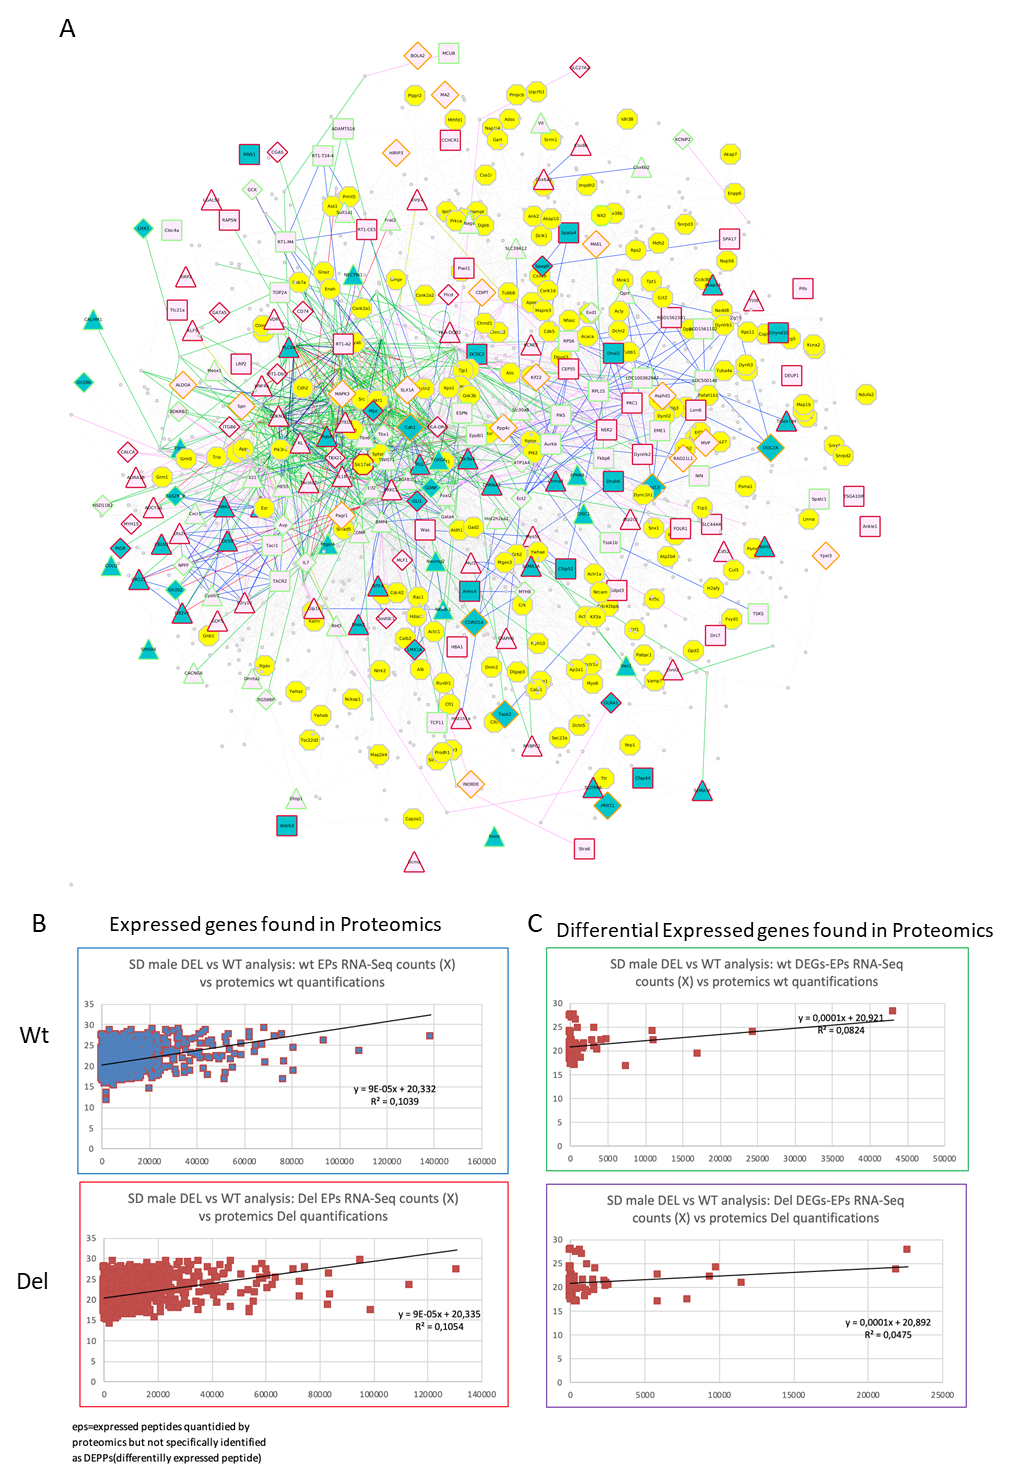

**Supplementary Figure 6: Minimum rat RegPPINet linked to synaptic function gene and expression correlation analyses in 16p11.2 SD models.** (A) genes linked to synaptic function (GO/KEGG association databases) colouring the inner shape of the nodes in green. The sense of regulation of those genes in the rat Del/+ and Dup/+ transcriptomic datasets are represented with the border colour of each node as follows: if the gene was found downregulated in both models, the border is green; instead, if it was found upregulated in both, the border is pink, or if the genes are found with opposing regulatory sense on the datasets, the border is orange. Highlighted in yellow within the inner node colour are the proteins successfully quantified by proteomics carried on in the Del/+ and Dup/+ rat models. The edges colour represent the type of interaction annotated by following the PathPPI classification (Tang *et al.* 2015), and ReactomeFIViz annotations as follows i) The GErel edges indicating expression were coloured in blue and repression in yellow. ii) PPrel edges indicating activation were coloured in green, inhibition in red. Iii) Interactions between proteins known to be part of complexes in violet. Iv) Predicted interactions were represented in grey including the PPI interactions identified by STRING DB (Szklarczyk *et al.* 2017) after merging both networks. (B) Upper panel, correlation of the mean of wt samples gene counts for all the rat expressed genes (notes as EGs) identified in the transcriptomics represented on the x-axis and the protein abundance quantified in the rat SD Del/+ proteomics datasets. Bottom panel, correlation of the mean of Del/+ samples gene counts for all the rat expressed genes (notes as EGs) identified on the transcriptomics represented in the x-axis and the protein abundance quantified in the rat Del/+ proteomics datasets. **(**C) Upper panel, correlation of the mean of wt samples gene counts for all the rat differentially expressed genes (notes as DEGs) identified on the transcriptomics represented on the x-axis and the protein abundance quantified in the mouse Del/+ proteomics datasets. Bottom panel, correlation of the mean of Del gene counts for the rat differentially expressed genes (notes as DEGs) identified on the transcriptomics represented on the x-axis and the protein abundance quantified in the rat Del/+ proteomic datasets.

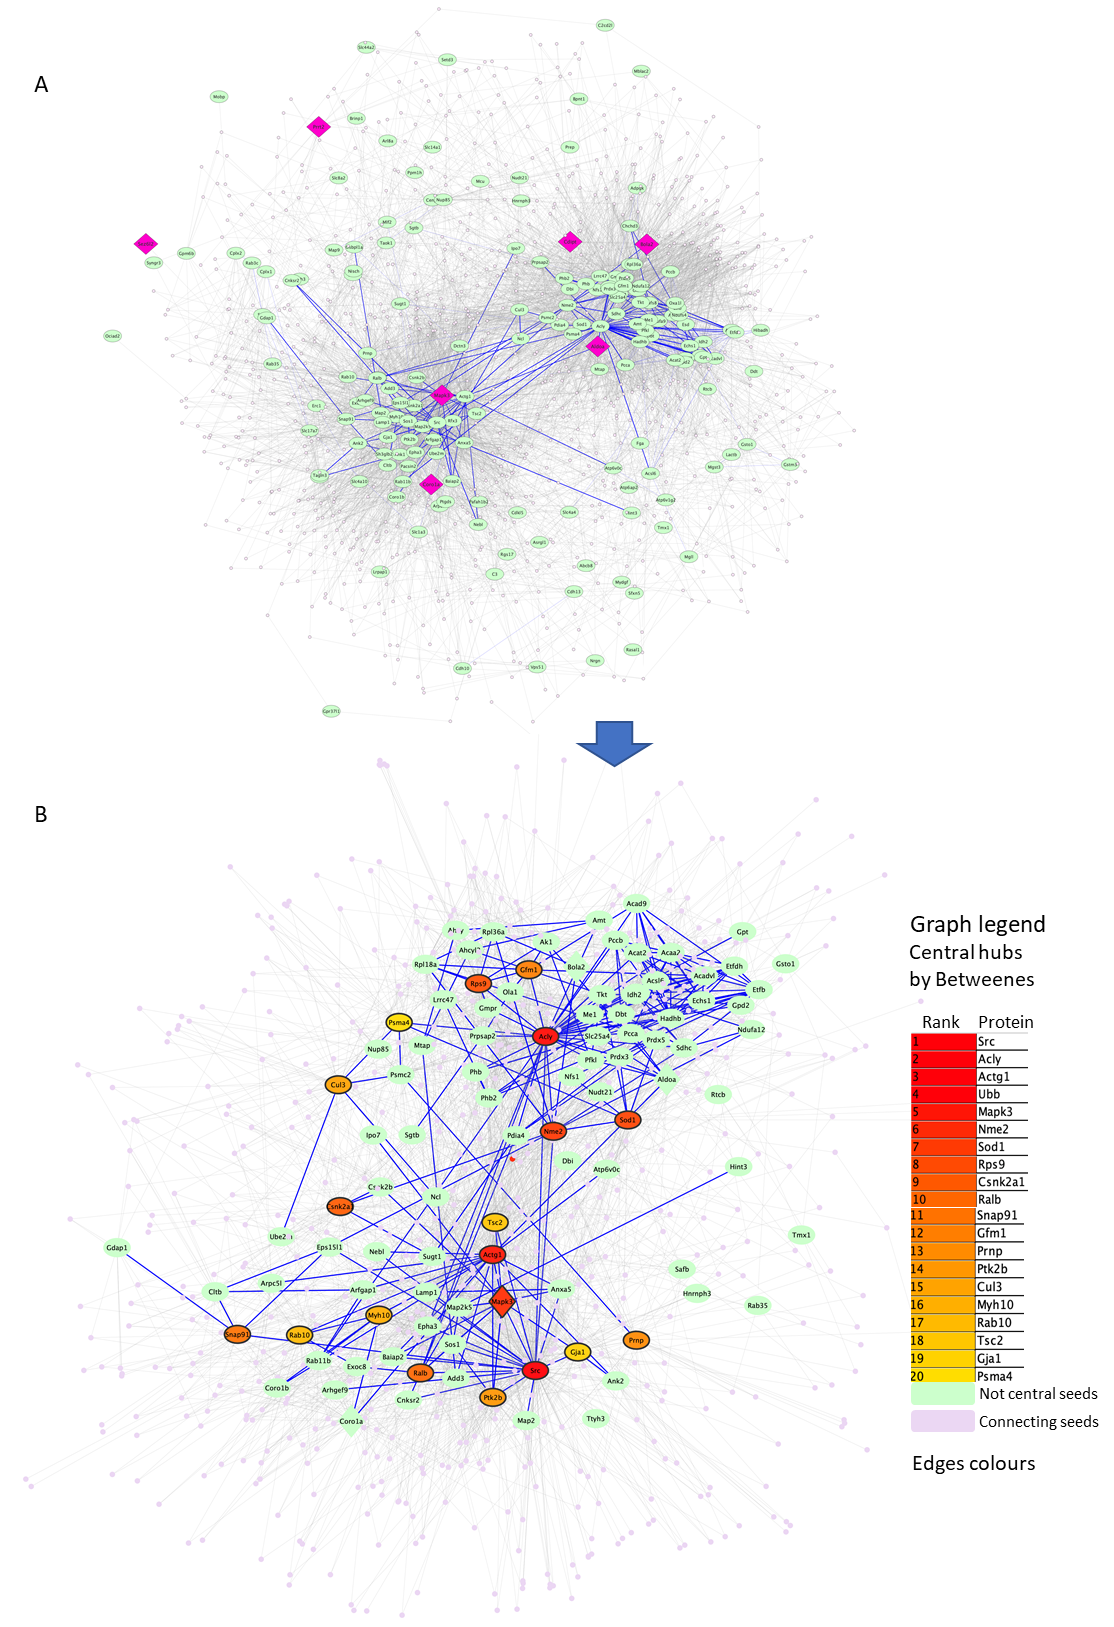

**Supplementary Figure 7: proteomic-based PPI network derived from SD Del and Dup male hippocampi.** (A) Twenty central nodes of the altered proteomics network in the Del and Dup 16p11 SD male hippocampi were identified by the Betweenes index. The 197 altered DQPs (differentially quantified peptides) seeds were used to build a Minimum PPI Network using String Db and Network analysis: 177 of those were annotated with at least one PPI using STRING with a medium confidence level of 400 and accepting PPIs identified using all sources of annotation. The network visualization was organised based on the Edge-weighted spring embedded by the betweenness index layout. Graph legend, the edges connecting the DQPs seeds are coloured in blue, instead of other PPIs in grey**.** (B) Highlighting in yellow the nodes found were also expressed in the transcriptomics SD and LE datasets. The top 20 central networks have 743 nodes and 4011 edges of those, 106 are seeds, and 7 are 16p11 region genes. Moreover, 600 QPs were also identified in the transcriptomics analyses with a mean expression higher than 100, (569 higher than 200, 544 higher than 300, 486 higher than 600, and 449 higher than 800) of those 61 were identified as DEGs in the transcriptomics datasets for LE or SD.

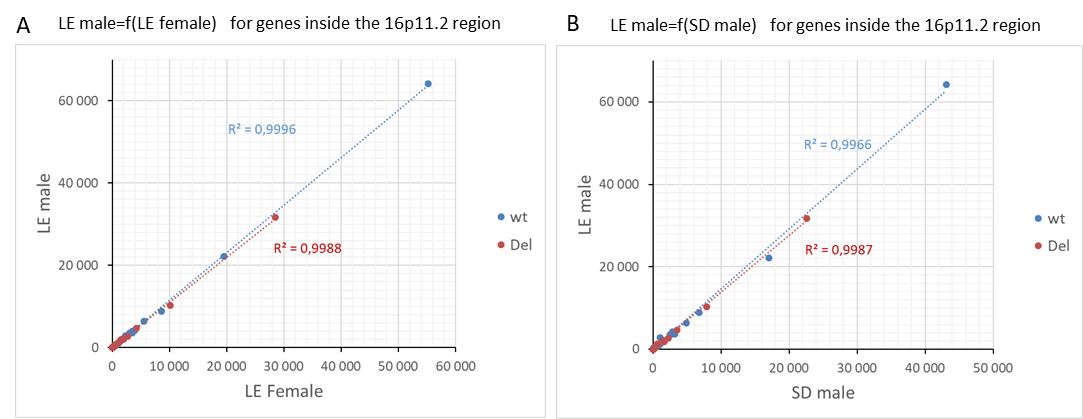

**Supplementary Figure 8: Correlation of hippocampal gene expression for the genes of the 16p11 interval with the genes in wt and Del genotype in the rat 16p11.2 models.** (A) correlation of the mean of gene expression between females and males from the LE genetic background. (B) correlation of the mean of gene expression between males from the SD and LE genetic backgrounds represented on the y-axis.

## REFERENCES

Huang, d. W., B. T. Sherman and R. A. Lempicki, 2009 Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4**:** 44-57.

Menoret, S., A. De Cian, L. Tesson, S. Remy, C. Usal *et al.*, 2015 Homology-directed repair in rodent zygotes using Cas9 and TALEN engineered proteins. Scientific Reports 5.

Ritchie, M. E., B. Phipson, D. Wu, Y. Hu, C. W. Law *et al.*, 2015 limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res 43**:** e47.

Shannon, P., A. Markiel, O. Ozier, N. S. Baliga, J. T. Wang *et al.*, 2003 Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res 13**:** 2498-2504.

Szklarczyk, D., J. H. Morris, H. Cook, M. Kuhn, S. Wyder *et al.*, 2017 The STRING database in 2017: quality-controlled protein-protein association networks, made broadly accessible. Nucleic Acids Res 45**:** D362-D368.

Tang, H., F. Zhong, W. Liu, F. He and H. Xie, 2015 PathPPI: an integrated dataset of human pathways and protein-protein interactions. Sci China Life Sci 58**:** 579-589.

How the deposited data were processed for this re-analysis (not part of the article)

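Hippocampal transcriptomes of 20 LE rats were analysed, 5 wt and 5 Del/+ rats of each sex at 24 weeks of age, with 1 library per rat. The experiments on SD rats, on proteins and by ddPCR were not analysed here. The sex, genotype and replicate number of each library were taken from the sample labels and checked against the numbers of animals in the paper.

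The authors made strand-specific TruSeq libraries of polyA RNA, sequenced them as single-end reads on a HiSeq instrument, aligned the reads with Hisat2 to the Rno6 assembly with its Ensembl annotation, and counted reads per gene with HTSeq-count. The sample labels name an mRNA kit, while the paper cites the guide of a Total RNA kit. The deposited values are raw counts, whole numbers without normalization, for 32623 Ensembl genes in each library. The versions of the aligner and the counter, and the mode and strand setting of the counter, are not named in the paper's text. Reads that align to several places are not counted by HTSeq-count in its usual setting, so genes with near-identical copies, Sult1a1 among them, have uncertain levels, and without the strand setting the same holds for overlapping and antisense genes. Del/+ male replicates 4 and 5 also list the reads left uncounted. In these libraries 14.1% and 14.4% of the listed reads lay outside genes, 0.314% and 0.311% were ambiguous between genes, and 39.1% and 40.7% aligned to several places. Those entries were left out of library sizes and tests.

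Counts per library ranged from 37603623 to 47239480, with a median of 42943000. At this depth 24597 genes had at least 1 count in any library and 19634 a mean of at least 1 count. A gene with no count in a library could still have had up to 3 counts by counting error alone, and reads without molecular identifiers are not independent molecules. All 190 pairs of the 20 libraries, within and between groups, were compared with a chi-square test of their counts, and all differed by more than sampling noise.

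All counts were analysed in R 4.3.3. The main test was edgeR 4.0.16 (quasi-likelihood F test, robust, TMM normalization, filterByExpr with a minimum count of 10), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Males and females were fitted on their own, both sexes together with sex as a covariate, and all 20 libraries with a genotype by sex interaction. Normalized counts are TMM-scaled counts at the mean library size, and log2 CPM values used a prior count of 2. Departure from 1 of 2 copies was tested with the offsets of the Del/+ libraries lowered by the natural log of 2. Gene lists were tested with camera in limma 3.58.1, with a correlation of 0.01 between genes, beside fry, camera with an estimated correlation, and a z statistic of the kind GAGE uses. The lists covered 7 themes of the paper and 13 cell types or tissues, with further lists of sex-specific genes as a check of labels. The paper's own GO and KEGG sets were not used here.

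The rank statistic follows the published description of FCROS. Counts were TMM-scaled, log2 values were taken with a pseudocount of 1, fold changes of each Del/+ and wt pair were ranked, and ranks were averaged after trimming 0.25 at each end. Genes with an f-value within 0.025 of 0 or of 1 were called, and an adjusted p from the ranks of the pairs was computed as well. Pairs share rats, so these ranks are not independent.

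Each test was tried on simulated counts, drawn from the means and library sizes of the real libraries with 200 genes changed. These genes were raised or lowered by about 1 on the log2 scale, so the recovery of smaller changes of single genes was not measured. At 5 against 5, edgeR recovered 87.8% of the 196 changed genes that passed the filter and DESeq2 recovered 86.5% of 200, limma-voom recovered 86.2%, and the interaction test recovered 63.8% of 199 with 20 libraries. With no gene changed, edgeR made 1 call, DESeq2 5, limma-voom 0, the interaction test 0 and the f-value of the rank statistic 935.

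The mapping of samples, the tests, the gene lists, the genes to be named and all alternatives except the covariate for AY172581.24 were chosen before the data were examined. The alternatives were DESeq2's size factors, scaling by library size alone, DESeq2 1.42.0, limma-voom, other filters on low counts, an adjusted p of 0.1, the replicate number as a block, 1 surrogate variable from sva 3.50.0, a fit on all 20 libraries, the rank statistic, and fits that each left out one library. For other splits of the libraries, up to 100 were drawn with the real one among them. Distances between libraries were tested with 100000 permutations, and the correlation in the deleted region was set beside 10000 random gene lists.

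Named genes were to be those of the region in Figure 7D, those the paper names, the 5 genes with the smallest adjusted p in each direction outside the region in the pooled data, the 3 smallest in the interaction, and genes used to check labels. Names outside this rule, chosen after their values were seen, are Camk2a, Ttr, Prkcd, AY172581.24, AABR07015081.2, LOC680227, Ddx3, Lyve1, Acsm5, Slc5a11, Pycard, Tgfb1i1 and Uros, and the most abundant genes of marker lists, Mbp, Wfs1, Prox1, Ctss, Plekhg1 and Hba-a2. Gene starts on Rno6 come from the paper's Supplementary Table S5, where 27 genes of the region have one. Neighbouring genes were taken from the gene order of the GRCr8 assembly, and no coordinates of that assembly were used. Figure 7D draws 16 flanking genes, of which 14 could be identified by their symbol, and RF00026 and RF00100 share theirs with several genes.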

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

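The counts of other splits for the DEGs of each sex, of both sexes pooled and of the interaction, for the theme lists together and for the synaptic interaction were planned. So were the tests, gene lists and alternatives set before the data were examined, as described above. All further tests in this part were chosen only after the result was seen. Names of single libraries follow the replicate numbers of the labels.

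A difference between the sexes appears in the genotype by sex interaction, where 10 of 16193 genes passed by edgeR. Only 1 of the 100 splits of the rats within each sex, the real one, gave as many genes, and the other 99 gave 0 or 1. Anxa6 had an interaction of −0.62, Pdgfd of 1.19 and Nrgn of −0.86 on the log2 scale. The share of counts on AY172581.24 also lies apart in these groups, at 3.60% to 4.98% in Del/+ males and 8.69% to 11.6% in Del/+ females. With this share as a covariate 0 genes passed, while 1911 genes still had an unadjusted p under 0.05 against 2631 without it. Because the share follows the groups, the covariate removes a part of any difference between them, and a step of handling that sets this share and an effect of the deletion that depends on sex cannot be told apart for the 10 genes. The same holds for the male DEGs outside the deleted region, of which 41 passed without the covariate and 6 genes with it. Only 3 of the 100 splits of the 10 males gave 41 or more genes outside the region. The count of 10 itself was 0 without male Del/+ replicate 2, male wt replicate 1, male wt replicate 3 or male wt replicate 4, and 320 without female wt replicate 1.

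The synaptic list moved in opposite directions in the sexes, with a camera adjusted p of 1.38e-08 for the interaction, and 3 of the 100 splits gave a p as small. Within males 15 of the 100 splits did and within females 8, so the change within a sex is not set apart from other groupings of the same rats. With fry the interaction had an adjusted p of 0.0622 and with an estimated correlation 0.595. The mean log2 level of the list per library gave an interaction of −0.11 (standard error 0.04). Female wt replicate 1 stood apart from the other wt females in this level, at 0.0859, and the list's interaction still passed without it (camera adjusted p = 1.01e-11).

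Technical sources were weighed by how much of that −0.11 was left once a measure of the library was taken into account. The share of AY172581.24 left −0.10 (−0.104), and marker lists of choroid plexus left −0.126, of blood −0.103, of thalamus and habenula −0.115, of CA1 to CA3 pyramidal cells −0.125, of oligodendrocytes −0.100 and of microglia −0.105. Each of these argues against that measure as the whole cause. The oligodendrocyte list was the only one of the 8 measures related to the synaptic level within groups at an adjusted p under 0.05 (r = −0.71, permutation p = 0.00465, adjusted 0.0372). For the dentate gyrus list −0.0673 was left (standard error 0.04), less than 2 standard errors from 0, so a different amount of dentate gyrus in the dissected tissue and a change in synaptic transcripts cannot be told apart. These lists were picked after a look at all lists. Their genes are also expressed in hippocampus, with Mbp at a mean of 2831 TMM-scaled CPM for oligodendrocytes, Wfs1 at 288 CPM for CA1 to CA3, Prox1 at 166 CPM for dentate gyrus and Ctss at 151 CPM for microglia, and 12 of the 13 tested microglia genes stand in another list too. A biological explanation, a sex-dependent effect of the deletion on synaptic genes, stays open as a hypothesis, and batches of dissection or library preparation were not tested because none is named.

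The host response list also differed between the sexes, with a camera adjusted p of 7.61e-04 for the interaction and a median interaction of 0.25 over 51 genes. As many as 25 of the 100 splits gave a p as small, so chance differences between rats may account for it. With fry the adjusted p was 0.446. Taken over all 21 tests of theme lists, 7 passed, and 77 of the 100 splits gave as many.

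Several libraries stood apart from the rest of their group in Ttr, the most abundant gene of the choroid plexus list. Scaled by library size alone, Ttr reached 4650 CPM in male wt replicate 1, 2657 CPM in female Del/+ replicate 1, 872 CPM in male Del/+ replicate 3 and 154.9 CPM in female wt replicate 5. Prkcd, a gene of the thalamus list, stood at 141 CPM in female wt replicate 3, 114 CPM in male wt replicate 2 and 35.9 CPM in female Del/+ replicate 1. Del/+ males had Prkcd at 73.3 to 130.5 CPM in replicates 1, 3, 4 and 5 and at 14.1 CPM in replicate 2, so high levels were not limited to the libraries that stood apart. Both genes were picked after their values were seen. Pieces of neighbouring tissue taken along in dissection are a candidate explanation. By camera, the choroid plexus list was lower in Del/+ males (median −2.69, adjusted p = 0.00653) and thalamus genes were higher in Del/+ males (median 0.67, adjusted p = 2.46e-04) and lower in Del/+ females (median −0.50, adjusted p = 0.00913). For the other lists that passed, blood genes were higher (median 0.37, adjusted p = 0.0211) and CA1 to CA3 genes lower (median −0.24, adjusted p = 2.60e-04) in Del/+ males, and oligodendrocyte (median −0.17, adjusted p = 0.0121) and microglia genes (median −0.17, adjusted p = 6.64e-04) were lower in Del/+ females. The adjusted p of all other marker lists lay between 0.0673 and 0.976, and under fry or an estimated correlation no list passed. Of the 100 splits, 91 gave at least 7 passing lists, so these shifts are not set apart from other groupings of the same rats. Set as a level per library, the thalamus list differed by 0.80 in males (exact permutation test, p = 0.103, n = 5) and by −0.36 in females (exact permutation test, p = 0.357, n = 5). The choroid plexus list had 18 tested genes, 1 of them in another list, with Ttr at a mean of 478 TMM-scaled CPM over the 20 libraries. The thalamus list had 15, 2 of them in another list, with Plekhg1 at a mean of 103.1 CPM as its most abundant gene, and the blood list 8, with Hba-a2 at 73.6 CPM.

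Female-type transcripts appeared in male wt replicate 1. CPM values of sex-specific transcripts, and of Ttr beside them, are scaled with TMM. AABR07039356.2 was at 6.47 CPM, against at most 0.0878 CPM in the other males and 5.80 to 21.8 CPM in females, and LOC680227 at 8.84 CPM, against at most 0.539 CPM and 5.68 to 22.0 CPM. These levels are 39.1% and 51.2% of the mean of wt females. Choroid plexus tissue, which was abundant in this library, was weighed first. Male wt replicate 3 held 776 CPM of Ttr and 0.0862 CPM of AABR07039356.2, where 1.02 CPM would be needed, and male Del/+ replicate 3 held 797 CPM of Ttr and 0.0212 CPM, where 1.05 CPM would be needed, which argues against this tissue as the source. RNA of a female rat in the library would lower the male-specific genes by a like share. Kdm5d stood at 90.1%, Eif2s3y at 88.2% and Ddx3 at 87.7% of the other wt males, a mean of 88.7%. A share of female RNA near that implied by these genes and a change of the 2 transcripts in this rat cannot be told apart, since the genes fell by less than the transcripts rose and 1 library decides.

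Male-type transcripts appeared in female wt replicate 4, with Kdm5d at 1.19 CPM, Eif2s3y at 1.26 CPM and Ddx3 at 2.66 CPM, against at most 0.173, 0.122 and 0.146 CPM in the other females. These are 2.52%, 3.44% and 3.49% of the mean of wt males, and the like shares of the 3 genes, 3.15% on average, are consistent with a small share of RNA or reads of a male rat in this library. Eif2s3y at 0.113 CPM in female Del/+ replicate 3 was also apart from its group, at a level of few counts. No biological explanation was tested for either library.

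Normalized counts of single libraries stood apart for Ino80e (3036 in female wt replicate 1), Sez6l2 (23580 in female wt replicate 1), Eif3c (8685 in male Del/+ replicate 5), Sgf29 (438 in female wt replicate 4), Gvin1 (29.2 in female wt replicate 1), Anxa6 (11606 in female Del/+ replicate 5 and 8788 in male Del/+ replicate 3) and Nrgn (31015 in male Del/+ replicate 4). Across 41 measures in 4 groups, 164 groups were searched with Dixon's critical value of 0.71 for 5 libraries, 22 groups had a library that stood apart, several of these the same library, and 8.2 groups would be found by chance. The measures were picked after values were seen and the genes of one tissue rise together, so the excess over 8.2 is not evidence about any single library.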

How the results depend on the processing

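The fits with the share of counts on AY172581.24 as a covariate were chosen after seeing the data. Of the gene lists, those that passed and the list of mitochondrial oxidative phosphorylation (OXPHOS) are given here for single settings, a choice made after their values were seen.

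The 64 DEGs of males became 65 with DESeq2's size factors, 60 with limma-voom, 64 with at least 10 counts in every library and 63 in the fit on all 20 libraries. Scaling by library size alone gave 184 DEGs, of which 153 were upregulated and 31 downregulated, against 14 and 50 with TMM, and it moved the median log2 fold change of all genes to 0.12. DESeq2's Wald test gave 472 DEGs (189 upregulated, 283 downregulated), 63 of them among the 64. Without a filter on low counts there were 120 DEGs, with 1 surrogate variable 34, with the AY172581.24 share as a covariate 26 and at an adjusted p of 0.1 183. The rank statistic gave 1060 genes with its f-value, which takes the ends of the distribution of ranks and so calls genes whatever the data, and 14956 with an adjusted p, which counts pairs that share rats as independent. The simulation without change shows this for both. For DESeq2, library size, the filter and the covariates the cause was not tested.

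Among females, the 19 DEGs became 30 with DESeq2, 1338 with the f-value and 12804 with the adjusted p of the rank statistic, and lay between 19 and 23 with every other setting run. The 26 DEGs of the pooled data became 1621 and 16150 with the rank statistic, and lay between 26 and 37 otherwise. The 19 shared DEGs became 222 with the f-value and lay between 19 and 23 otherwise. The difference between the sexes, 45, became 442 with DESeq2, 100 without the filter, 162 at an adjusted p of 0.1, 13 with 1 surrogate variable and −278 with the f-value, and 40 in the fit on all 20 libraries. The cause was not tested.

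The rank statistic was not run for the interaction. The 10 interaction DEGs became 20 with DESeq2's size factors, 30 with limma-voom, 21 without a filter, 513 with DESeq2, 339 at an adjusted p of 0.1, and 0 with the AY172581.24 share as a covariate. Scaling by library size alone gave 999, of which 980 were higher and 19 lower in males, against 2 and 8 with TMM, with a median of all genes of 0.23. TMM removes this shift, and for the other settings the cause was not tested.

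Replicate numbers are shared by the groups, but the labels do not say that a number marks a litter or a day. Of the 30 pairs of groups and numbers, 6 had a correlation of deviations over 0.1 (from −0.21 to 0.45, median 0.00861), so the numbers do not pair the rats. With the replicate number as a replicate block, there were 87 DEGs in males, 19 in females, 26 in the pooled data and 136 in the interaction, and the adjusted p of the OXPHOS list, with its sign turned, was 0.999774 in males and in the interaction.

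The median log2 fold change of the deleted region lay between −1.10 and −1.08 in males and between −0.996 and −0.967 in females with the other settings on all libraries, except with library size alone, where it was −0.98 in males and −1.09 in females and carried the shift of all genes. The 0 genes off 1 of 2 copies stayed 0 in the 4 other settings. The squared correlation between the sexes was 0.989 in wt and 0.995 in Del/+ rats on the log2 scale, which gives low genes more weight, and 0.997 in Del/+ rats without the most expressed gene.

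Of the 21 tests of theme lists, 7 passed by camera, 0 with fry and 0 with an estimated correlation, and between 5 and 9 with the other settings. The adjusted p of the synaptic list was 0.393 in males, 0.393 in females and 0.0622 in the interaction with fry. With an estimated correlation it was 0.857, 0.857 and 0.595. With the z statistic of the GAGE kind it was 0.193 in males, 0.00203 in females and 0.0114 in the interaction. The OXPHOS list changed sign with fry in males (0.987) and in the interaction (0.987), and in females with the z statistic (0.954), with 1 surrogate variable (0.921) and with the AY172581.24 share as a covariate (0.00821). The cause was not tested.

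Each library was also left out in turn. The DEGs ranged from 25 (without male wt replicate 4) to 184 (without male Del/+ replicate 5) in males, from 18 to 21 in females, from 25 to 28 in the pooled data and from 0 to 320 in the interaction. In males 7 further fits moved the number by over 1.5 times, to 27 without male wt replicate 3, 28 without male wt replicate 1 or male Del/+ replicate 3, 38 and 39 without male Del/+ replicates 2 and 1, 108 without male Del/+ replicate 4 and 179 without male wt replicate 2. The interaction count was 0 without male Del/+ replicate 2 or male wt replicates 1, 3 or 4, and 320 without female wt replicate 1. It was 198 without male Del/+ replicate 5, 119 without male wt replicate 2, 108 without female Del/+ replicate 1, 76 without female wt replicate 5 and 27 without female Del/+ replicate 4. It lay between 1 and 6 without female wt replicates 2, 3 or 4, female Del/+ replicates 2, 3 or 5, male wt replicate 5 or male Del/+ replicate 3. The median log2 fold change of the deleted region ranged from −1.11 to −1.08 in males and from −0.99 to −0.96 in females. The theme tests that passed numbered from 6 to 10. The correlation of male and female log2 fold changes outside the region ranged from −0.42 to −0.15, the latter without female Del/+ replicate 1, and was −0.37 with at least 10 counts in every library, −0.59 over the most expressed genes and −0.13 with the AY172581.24 covariate. The adjusted p of the OXPHOS list ranged from 0.364 to 0.979 in males, from 0.0383 to 0.890 in females and from 0.198 to 0.958 in the interaction, and its sign turned in 15 of these fits, among them those without female wt replicate 2 (0.0553), female Del/+ replicate 1 (0.297), male Del/+ replicate 1 (0.364) and male wt replicate 2 (0.501) for the sex they belong to. The cause was not tested.

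Over all 41 results, the other settings gave 379 values, of which 31 became weaker, 18 stronger and 7 reversed, and the fits without a library gave 600 values, of which 64 became weaker, 15 stronger and 15 reversed. Depth limits the genes with few counts. Of the 33 genes in the region 28 had a mean of at least 10 counts, and the 5 others gave no fold change.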

Differences from the paper's values

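Differences below are for DEGs by edgeR, with the alternatives set before the data were examined. In males 64 DEGs were found against the paper's 1068, with 14 upregulated against the paper's 613 and 50 downregulated against the paper's 455. In females 19 DEGs were found against the paper's 1324, with 0 upregulated against the paper's 531 and 19 downregulated against the paper's 793. With both sexes pooled 26 DEGs were found against the paper's 1544, with 1 upregulated against the paper's 737 and 25 downregulated against the paper's 807. The rank statistic with f-value limits, written after the description of FCROS, which the paper's methods name, closed these gaps. It gave 1060 genes in males (610 upregulated, 450 downregulated), 1338 in females (541 upregulated, 797 downregulated) and 1621 in the pooled data (772 upregulated, 849 downregulated). The paper's Table 1 states an FDR under 0.05 for FCROS, a different rule from the f-value limits. The FDR rule of the FCROS package was not run here. None of the other alternatives closed any of these gaps, among them DESeq2, which gave 472, 30 and 37 DEGs.

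The shared DEGs made up 100% of the female DEGs, against the paper's 16.2%. With the rank statistic and f-value limits the share was 16.6%, and none of the other alternatives closed the gap. PC1 of the DEGs held 86.7% of the variance in males against the paper's value of about 43% in Figure 7A, read by eye, and 93.4% in females against the paper's value of about 36% in Figure 7A, read by eye. With the genes of the rank statistic PC1 held 38.4% and 31.8%, and no other alternative was run for PC1.

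The paper states in its results and discussion that males had more DEGs than females, while its Table 1 lists more in females. By edgeR males had more DEGs, 64 against 19, and by the rank statistic with f-value limits females had more, 1338 against 1060. With the adjusted p of the rank statistic males had more, 14956 against 12804.

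The paper states that host response pathways were lower in males and higher in females. A list of host response genes was lower in females (median log2 fold change −0.18, camera adjusted p = 1.22e-04), and its rise in males did not pass (median 0.09, camera adjusted p = 0.114). The paper states that mitochondrial pathways were higher in males only. A list of OXPHOS genes did not pass in males (median 0.01, camera adjusted p = 0.961). The paper states that hormone pathways were lower in males only, and a list of hormone and neuropeptide genes did not pass (camera adjusted p = 0.768 in males). For morphogenesis the paper gives a fall in males and a rise in females, and the medians of −0.03 and 0.07 did not pass (camera adjusted p = 0.188 and 0.0890). The paper states that more pathways changed in males, and here 2 theme lists passed in males and 3 in females. These short lists are not the paper's gene sets.

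The legend of Figure 7 counts 28 genes in the region, and 33 gene names are drawn in its panel D. Figure 7D draws flanking genes on both sides, and here 1 of 12 tested flanking genes passed, Eif3c, with a log2 fold change of −0.34 in males.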

Other observations

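Splits were planned for the DEGs within each sex, of both sexes pooled and of the interaction. They were also planned for the shared calls of the rank statistic, the principal components and the correlation between the sexes. The edgeR tests and the genes the paper names were set before the data were examined. All further tests in this part were chosen only after the result was seen.

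Other splits of the same rats show what grouping alone can give. As many DEGs as with the real genotypes were found by edgeR in 2 of the 100 splits in males, in 1 in females and in 1 in the pooled data. Genes of the deletion make up all female and most pooled DEGs, and groups of mixed genotype could hardly reproduce them. For DEGs outside the deleted region in the pooled data, 3 splits gave as many. Females had 0 outside the region, against 0 to 9 in the other splits. The difference of 45 DEGs between the sexes was reached by 1 of the 100 permutations of sex within genotype, the real one. Permuted groups hold both sexes, whose difference adds to their spread, so a large difference could hardly come up and this test does not decide. The 19 genes of the region lower in both sexes were reached by 1 of the 100 splits, again the real one. Groups of mixed genotype could hardly lower these genes, so this count does not test them. For the rank statistic with f-value limits, all 100 splits gave at least as many genes as the real one in males, 82 in females, 32 in the pooled data and 88 for the genes shared by the sexes. Genotype explained 96.8% of PC1 of the male and 95.9% of PC1 of the female rank statistic genes, and 12 and 32 of the 100 splits explained as much of their own PC1. The correlation of −0.36 between male and female log2 fold changes was reached in size by 20 of the 100 splits, so the opposite movement of all genes is within what grouping of these rats gives.

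Genes beside the deleted region changed more often than genes elsewhere. Among the 200 tested genes nearest to the region in the gene order of GRCr8, 100 on each side, 8 had a pooled p under 0.01 by edgeR. From all genes 1.498 were expected, and 10000 randomly drawn runs of 200 neighbouring genes elsewhere held at most 6. The share of runs reaching the real number gave a run p of 0.0001, the smallest that 10000 draws can give. The runs overlap and are not independent, so each run p overstates the evidence. With 50 genes on each side there were 5 (permutation p = 0.0001), with 200 on each side 11 (permutation p = 0.0001), and with 25 on each side 2 (permutation p = 0.054). In males 19 of the 200 had a p under 0.01 against 10.5 expected (permutation p = 0.0026), in females 1 against 1.38 (permutation p = 0.75), and in the interaction 17 (permutation p = 0.14). The 8 genes, named after their values were seen, were Slc5a2 (pooled log2 fold change 1.05), Lyve1 (1.10), Acsm5 (0.47), Uros (0.61), Slc5a11 (−0.49), Pycard (−0.47), Tgfb1i1 (−0.38) and Eif3c (−0.19). Each had the same sign in both sexes, which their selection by the pooled p favours. Only Slc5a2 passed an adjusted p under 0.05. LE is an outbred stock, so alleles carried along with the deletion, or regulation reaching beyond it, may account for these changes, as a hypothesis from the same data. These explanations were not separated. Which genes are neighbours was taken from another assembly than the one the reads were counted on.

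A rise of all genes beyond the end of the deletion was weighed for Slc5a2. The 20 tested neighbours of Slc5a2 had a median log2 fold change of −0.02 (−0.0196), 0 passed, and 3 had an unadjusted p under 0.05, which argues against a common rise.

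Rad21l1, on chromosome 3, was lower in Del/+ rats of both sexes, and loss of 1 of 2 copies was weighed. In the SD rats, the paper lists this gene among those lower in Del/+ and higher in Dup/+ animals. A lost copy at this gene in the LE rats would not account for that result, which was not re-analysed here. Its log2 fold change of −1.44 differed from −1 with an unadjusted p of 0.0453 by edgeR. The estimate for a gene singled out for the size of its change tends to be too large, so loss of 1 copy and a larger fall cannot be told apart. The genotype at this gene was not measured.

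AABR07015081.2 ranged from 0 to 813 TMM-scaled CPM over the 20 libraries and followed the share of AY172581.24. Within groups Pearson's r was 0.699 (permutation p = 0.0066) and Spearman's rho 0.639 (permutation p = 0.0179), and over all libraries r was 0.837 and rho 0.807, with r 0.803 without the 2 libraries farthest from the median share. This was the only such relation tested, and the gene was picked because it ranged widely. A single step of handling or library preparation may set both, which the relation within groups is consistent with. No biological explanation was tested.

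The log2 fold changes of the genes of the deleted region tended to be lower in males than in females. Of 22 genes with a mean of at least 100 normalized counts, 16 had a lower log2 fold change in males, with a median difference of −0.14. Over all 28 tested genes of the region, none passed in the interaction and 8 had an unadjusted p under 0.05.

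The paper's network from the SD rats points to Cul3, and its discussion names the Rhoa pathway. In the LE rats Cul3 had a log2 fold change of 0.11 in Del/+ males (edgeR adjusted p = 0.463) and −0.03 in Del/+ females. Rhoa had −0.10 in males and 0.08 in females. The paper's point concerns connections in a network and a pathway, which the mRNA levels of Cul3 and Rhoa do not test.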
